# Curcumin mitigated aflatoxin B_1_-induced endoplasmic reticulum stress and gut-kidney axis damage in sheep by regulating the ATF6/GRP78 and IL-1β/NF-κB signaling pathways

**DOI:** 10.1186/s40104-026-01382-2

**Published:** 2026-04-21

**Authors:** Ting Wang, Chuanqi Wang, Tongwei Liu, Jiefeng Li, Hengtong Fang, Jing Zhang

**Keywords:** Aflatoxin B_1_, Antioxidants, Curcumin, Endoplasmic reticulum stress, H_2_O_2_, Intestine microbiota, Intestine-kidney axis, Sheep

## Abstract

**Background:**

Aflatoxin B_1_ (AFB_1_), a toxic secondary metabolite produced by *Aspergillus flavus* and *Aspergillus parasiticus*, is widely present in various crops and induces endoplasmic reticulum stress in the intestine and kidney of animals, leading to apoptosis and inflammatory damage. Curcumin is a natural phenolic antioxidant that has antioxidant, anti-apoptotic and anti-inflammatory effects. However, the role and mechanism of curcumin in alleviating the toxicity of AFB_1_ in sheep remain unclear. Therefore, this study aimed to investigate the mitigating effects of curcumin on intestinal microbiota disorders and intestinal and kidney injuries in AFB_1_-exposed sheep. Eighteen sheep were randomly divided into three treatment groups. The groups were the control group (CON, basal diet), the AFB_1_ group (AFB_1_, basic diet + 500 μg/kg DM AFB_1_), and the AFB_1__Curcumin group (AFB_1__CUR, basic diet + 500 μg/kg DM AFB_1_ + 800 mg/kg DM curcumin) for 21 d.

**Results:**

AFB_1_ induced intestinal barrier dysfunction, intestinal flora imbalance, and intestinal mucosal damage. Curcumin addition inhibited the activity of the ATF6/GRP78 and IL-1β/NF-κB signaling pathways to alleviate kidney injury and activated the NRF2/KEAP1 pathway and antioxidant system to reduce the toxic substances cycle in the intestine-kidney axis (*P* < 0.05). The protective effects of curcumin on the intestine and kidney are related to a reduction in the levels of *Prevotella* *ruminicola* and *Ruminococcus* *albus*. Therefore, the structure of the microbiota and antioxidant functions were improved, mitigating damage to the intestine-kidney axis.

**Conclusions:**

Curcumin can alleviate AFB_1_-induced disorder of the intestinal microbiota by enhancing intestinal barrier function; reducing intestinal apoptosis, oxidative stress, and inflammatory damage; and regulating the intestinal microbiota via the intestine-kidney axis. Moreover, the activity of the ATF6/GRP78 and IL-1β/NF-κB signaling pathways was inhibited by curcumin to mitigate intestine-kidney axis injury. Additionally, activating the NRF2/KEAP1 signaling pathway promotes the function of biological antioxidant system.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s40104-026-01382-2.

## Introduction

Suboptimal environmental conditions can induce feed mold contamination. Prolonged feeding of moldy feed increases the risk of oxidative stress and endoplasmic reticulum stress (ERS) [1]. Oxidative stress and ERS can further induce inflammatory damage to the intestine and kidney [2, 3]. Exploring natural antioxidant feed additives has become pivotal for ensuring the healthy growth of animals.

The intestine and kidney are crucial components of the gut-kidney axis. On the one hand, aflatoxin B_1_ (AFB_1_) disrupts intestinal flora homeostasis [4], leading to increased intestinal permeability, bacterial translocation, and the entry of toxic metabolites into the circulatory system [5], exacerbating renal inflammation. On the other hand, AFB_1_ induces renal oxidative stress, resulting in impairing renal function, leading to renal injury [6], which in turn disrupts the composition and function of the intestinal microbiota [1]. Therefore, an imbalance of the gut-kidney axis can cause intestinal and renal damage, reduce the level of digestive metabolism, and impair the systemic immune system of animals [7].

Mycotoxins are produced by mildewed feed, and AFB_1_ is the most toxic, difficult to remove, and widespread among them [8]. AFB_1_ is 21 times more toxic than zearalenone and 31 times more toxic than deoxynivalenol, making it the strongest class of toxic chemicals in the known class [9]. The liver is the primary organ affected by the toxicity of AFB_1_, but studies on the effects of AFB_1_ on kidney injury are important [10]. Kidney injury and intestinal barrier damage are caused by AFB_1_ via apoptosis, oxidative stress, and inflammation [11, 12]. Activation of the transcription factor 6 (ATF6)/glucose-regulated protein 78 kDa (GRP78) and interleukin 1 beta (IL-1β)/nuclear factor of kappa light polypeptide gene enhancer in B cells (NF-κB) signaling pathways is upregulated to reveal kidney injury induced by AFB_1_ [13, 14]. Inflammatory injury is triggered through signaling pathways such as the PI3K/MAPK, ROS-Erk, or NF-κB pathways [10, 15]. Therefore, intestinal and kidney injuries are the result of various biological processes and the regulation of multiple pathways. AFB_1_-induced ERS and the intestine-kidney axis are involved, providing a theoretical basis for experimental studies in ruminant model applications.

Curcumin (CUR) is a natural polyphenolic compound that contains bioactive substances with various functions, such as antioxidant, anti-inflammatory, and antitumor effects [3, 16]. The application of CUR in sheep has focused on the enhancement of reproductive performance [17], antioxidant capacity [18], and immune function [19]. In rat studies, CUR activated the NRF2/KEAP1 signaling pathway by strengthening the function of the intestinal barrier, improving antioxidant enzyme activities, and reducing the expression of inflammatory factors [20, 21]. It regulates the balance of intestinal flora, promotes the growth of beneficial bacteria, and reduces the abundance of harmful bacteria in rat [22]. Similarly, CUR treatment can attenuate the effects of AFB_1_-induced apoptosis on rat kidney injury caused by ERS and inflammation [11, 23]. However, the mechanisms how it alleviates the damage to the gut-kidney axis in sheep and promotes health are still unclear and require further research.

Dorper–Han crossbred sheep are a meat-type ovine breed derived from crossing Small-tailed Han sheep (dams) with Dorper sheep (sires). Characterized by robust adaptability and excellent stress resistance, this breed is widely farmed in China [24]. Thus, it was selected as the experimental model for AFB_1_ challenge trials.

CUR has been studied in poultry and piglets, but the mechanism through which CUR affects AFB_1_-induced intestinal and kidney function injury is unknown in sheep. Therefore, in this study, the mechanism through which CUR alleviates AFB_1_-induced intestine-kidney axis damage in sheep was investigated. These findings provide a theoretical basis for expanding the scope of CUR applications.

## Materials and methods

### Animal management and experimental procedure

Eighteen male Dorper × Small-tailed Han crossed sheep, aged 4 months and with similar body weights (29.57 ± 0.91 kg), were randomly divided into three groups (*n* = 6). The CON group was fed the total mixed ration (TMR); additionally, the AFB_1_ group received 500 μg/kg dry matter (DM) of AFB_1_ in TMR [8] and the AFB_1__CUR group received 500 μg/kg DM of AFB_1_ and 800 mg/kg DM of CUR in TMR [25]. AFB_1_ (A96590, purity ≥ 98%) was obtained from Shanghai Acmec Biochemical Co., Ltd. (Shanghai, China). CUR (S31628, purity ≥ 98%) was purchased from Shanghai Yuanye Bio-Technology Co., Ltd. (Shanghai, China). There were 21 d in the entire experimental period, and the sheep were fed the TMR diet. The TMR nutrient composition is based on the NRC (2007) guidelines [26] (Additional file 1: Table S1). All experimental sheep were housed in the same barn, with two animals per pen. They were fed twice daily at 06:00 and 18:00, respectively, with free access to feed and water. The temperature and humidity of the housing environment were maintained at optimal levels.

### Sample collection

The blood of each sheep was collected via the jugular vein in heparin sodium anticoagulant blood vessels after sacrificed and immediately centrifuged at 2,000 × *g* for 15 min, after which the upper serum sample was collected for subsequent serum index measurement; the sample was immediately sealed and frozen at −80 °C to avoid repeated freeze‒thaw cycles. Firstly, the remaining contents in the jejunum were rinsed with saline, and three continuous segments were cut from the middle of the jejunum on an ice box for H&E staining, kits, and molecular experiments. One-third of the H&E-stained jejunal segments were fixed in 4% paraformaldehyde. The remaining 2/3 of the jejunal segments were stored at −80 °C for subsequent kits and molecular experiments. A portion of the kidney was treated as the jejunum and the other portion of the kidney was quickly frozen in liquid nitrogen and stored at −80 °C for transcriptome sequencing analysis. The cecal wall was cut longitudinally, the contents were collected directly into a sterile centrifuge tube, and the sample was immediately sealed and frozen at −80 °C to avoid repeated freeze‒thaw cycles. The cecum contents were collected and stored at −80 °C for 16S rRNA sequencing analysis.

### Hematoxylin and eosin staining analysis

Kidney (renal cortex) and jejunum tissue samples (*n* = 6) were collected and stored for more than 24 h; then, the tissue blocks were dehydrated and cleared, embedded in paraffin, cut into 5 μm thick sections on a microtome, pasted on slides and dried [14]. The intestinal villus height and crypt depth were photographed and analyzed using slide viewer software (Slide Viewer 2.5; 3D HISTECH, Hungary).

### Antioxidant and kidney function index analysis

Commercial kits were used to measure the levels of hydrogen peroxide (H_2_O_2_; BC3595), malondialdehyde (MDA; BC6415), glutathione (GSH; BC1175) and the activities of glutathione S-transferase (GST; BC0355), catalase (CAT; BC0205) and superoxide dismutase (SOD; BC5165), following the manufacturer's instructions (Beijing Solarbio Technology Co., Ltd., China). Serum levels of urea nitrogen (BUN; C013-2-1), creatinine (CRE; C011-2-1) and uric acid (UA; C012-2-1) were assayed using commercial kits according to the manufacturer's instructions (Nanjing Jiancheng Bioengineering Institute, China).

### 16S rRNA sequencing analysis

Total bacterial genomic DNA was extracted from cecum content samples by using TIANamp fecal DNA Kits (Tiangen Biotech, Beijing, China). The 16S rDNA gene's V4 region was amplified by using the primer pairs 515F (5’-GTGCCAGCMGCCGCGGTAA-3’) and 806R (5’-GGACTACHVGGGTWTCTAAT-3’) and TruSeq® DNA PCR-Free Sample Preparation Kit (Illumina, USA). Sequencing libraries were generated and index codes were added on the Illumina NovaSeq platform [27]. The quality of the libraries was then evaluated using a Qubit® 2.0 Fluorometer (Thermo Fisher Scientific, Carlsbad, CA, USA) and an Agilent Bioanalyzer 2100 system. The alpha diversity was analyzed by Tukey's test and Kruskal-Wallis H test. The beta diversity was performed based on unweighted UniFrac distances. The species with significant inter-group differences were screened via the metagenomeSeq method at *P* < 0.05. The linear discriminant analysis (LDA) was performed using the linear discriminant analysis effect size software and Tax4Fun (v0.3.1) was used for functional prediction. All data visualization was implemented using R software.

### Transcriptome sequencing analysis

In accordance with the manufacturer's instructions, the total renal RNA was isolated and purified using TRIzol (Thermo Fisher, 15596018). The concentration and purity of total RNA were controlled via a NanoDrop ND-1000 (NanoDrop, Wilmington, DE, USA), and the integrity of the RNA was detected by a Bioanalyzer 2100 (Agilent, CA, USA). A concentration > 50 ng/μL, an RNA integrity number (RIN) > 7.0, and the total RNA > 1 μg were used for the subsequent experiments. Finally, double-ended sequencing was carried out using an Illumina Novaseq™ 6000 (LC Bio Technology Co., Ltd., Hangzhou, China) according to standard methods, and the sequencing mode was PE150. Reads containing adapters, more than 5% unknown nucleotides or more than 20% low-quality bases were removed to obtain highly clean data. Afterward, the clean data were compared with their paired genomes for subsequent sequencing analysis. This trial was based on the DESEQ2 algorithm (1.22.2/3.22.5); the screening conditions were log(FC) > 0.5, FC value > 1.5, and *P* < 0.05, and the comparison rate of the genome-specific data using HISAT2 software (2.2.1) was > 90%, indicating that the data were credible. Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analyses were performed using Python software, and R software version 3.6 was used for statistical analysis and to construct diagrams [27].

### RNA isolation and RT‑qPCR

Total RNA from the jejunum and kidney was extracted with TRIzol (RE703, Genesand, Beijing, China). The concentration and purity of 1 μL of RNA were measured three times per sample using a nanophotometer (NanoDrop 2000; Thermo Fisher Scientific, USA), where RNA sample purity ratios between 1.8 and 2.1 at 260/280 nm were available for further analysis. RNA reverse transcription reactions were performed using a TransScript^®^ Uni All-in-One First-Strand cDNA Synthesis SuperMix for qPCR Kit (AU341; TransGenes Biotech, Beijing, China) according to the instructions. Next, the GS AntiQ qPCR SYBR Green Fast Mix (Universal) (SQ410; Genesand Biotech, Beijing, China) was used to perform RT‑qPCR on an ABI Prism 7500 system (Applied Biosystems, Foster City, CA, USA). The primers were designed by NCBI Primer-BLAST tool and synthesized by Sangon Biotech (Shanghai, China). The 20-μL RT-qPCR volume was composed of 10 μL of 2xGS AntiQ qPCR SYBR Fast Mix (Universal), 7.2 μL of RNase-free water, 2 μL of sample cDNA and 0.4 μL of F and R primers (10 μmol/L) under the following reaction conditions: 95 °C for 30 s predenature, 95 °C for 10 s denature, and 60 °C for 30 s annealing for 44 cycles. The relative expression of target genes was calculated using the 2^−ΔΔCt^ method, and β-actin was used as the reference gene. All primers are listed in Additional file 1: Table S2.

### Western blotting analysis

The jejunum and kidney samples were fully cleaved with 1 mL of RIPA lysis buffer in a 1.5-mL tube (R0010, Solarbio, Beijing, China) and centrifuged at 13,000 × *g* and 4 °C for 15 min to obtain the supernatant for subsequent analysis. The total protein concentration was measured with an Enhanced BCA Protein Assay Kit (P0010S; Beyotime Biotechnology, Shanghai, China). The 12.5% and 10% SDS-PAGE gels (MA0388; Meilun, Dalian, China) were separated by electrophoresis in accordance with different molecular weights, and the target protein was transferred to a PVDF membrane (IPVH00010; Millipore, Burlington, USA). Afterward, the PVDF membrane was washed with 1 × TBST solution, blocked with quick closure liquid (PS108P; Epizyme, Shanghai, China), and incubated with primary antibodies and secondary antibodies (Additional file 1: Table S3). After the incubation was complete, the membrane was washed with 1 × TBST three times for 15 min each. Finally, a UVItec Gel imaging system was used to obtain the relevant bands, and the ECL reagent was added.

### Statistical analysis

The SPSS 26.0 software was used for statistical analysis and the experimental data were presented as mean ± standard deviation (SD). Multiple group comparisons were analyzed by one-way analysis of variance (ANOVA) and followed by Tukey's post hoc test, with significance levels indicated as follows: ^*^P < 0.05, ^**^P < 0.01; ns, not significant. GraphPad Prism 10.1 software was used for graphing. Correlation analysis between differential flora and serum indicators was carried out by Spearman correlation analysis, and cluster analysis was performed on the basis of the complete algorithm; *P* < 0.05 indicated that there was a significant difference between the flora and the index.

## Results

### Effects of CUR and AFB_1_ induction on the jejunal phenotype and antioxidant capacity

Compared with those in the CON group, the jejunal mucosal damage in the AFB_1_ group showed disordered and sparse villus arrangement, and reduced relative villus height (*P* < 0.05), crypt depth (*P* < 0.01) and villus crypt rate (VCR; *P* < 0.05). Also, goblet cells decreased, lymphocytes increased, and connective tissue became loose, but CUR alleviated the mucosal damage caused by AFB_1_ (Fig. 1A–D). The serum H_2_O_2_ content (*P* < 0.01) and MDA content (*P* < 0.05) in the AFB_1_ group were significantly increased, but were significantly decreased by CUR (Fig. 1E and H). The antioxidant capacity decreased because of the addition of AFB_1_, and the serum content of GSH and the activity of GST (*P* < 0.01) was significantly decreased by AFB_1_, but the opposite occurred in the CUR group (*P* < 0.01; Fig. 1F and G). The trends in jejunal tissue were the same as that in serum. Compared with the CON group, the H_2_O_2_ (*P* < 0.01) and MDA contents (*P* < 0.05) in the AFB_1_ group significantly increased, and the content of GSH and the activity of GST (*P* < 0.01) significantly decreased, but CUR reversed these trends (Fig. 1I–L).

**Fig. 1:**
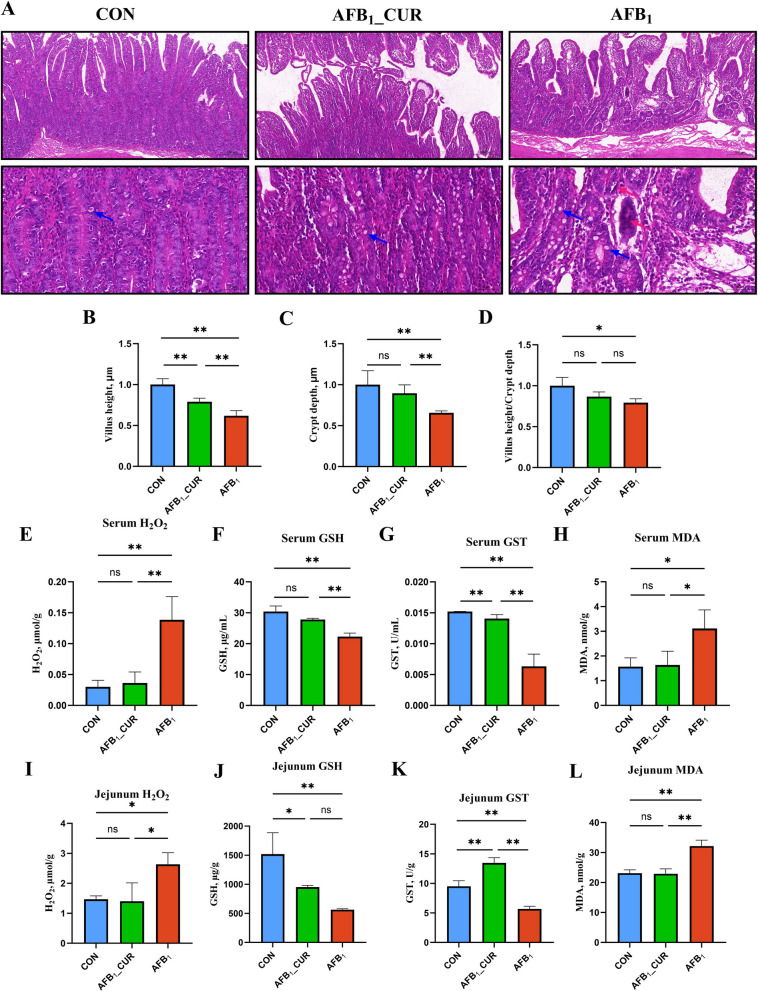
Jejunal apparent indicators (*n* = 6). **A** HE stained sections of jejunum (200 μm and 50 μm; the blue arrows indicate goblet cells, and the red arrows indicate lymphocytes.). **B**–**D** The relative villous height, relative crypt depth, and villus height/crypt rate of the jejunum. **E**–**H** Serum hydrogen peroxide (H_2_O_2_) content, glutathione (GSH) content, glutathione S-transferase activity (GST) activity, and malondialdehyde (MDA) content. **I**–**L** H_2_O_2 _content, GSH content, GST activity, and MDA content on jejunal tissues. CON: Sheep fed with basic feed. AFB_1__CUR: Sheep fed with 500 μg/kg DM of AFB_1_ and 800 mg/kg DM CUR. AFB_1_: Sheep fed with 500 μg/kg DM of AFB_1_. All data are presented as mean ± SD. ^*^P < 0.05, ^**^P < 0.01; ns, not significant

### CUR regulates AFB_1_-induced gut microbiota structure disorder

At the phylum level, microorganisms with high cecal abundance included Euryarchaeota, Firmicutes, Actinobacteria, Proteobacteria, and Bacteroidota (Fig. 2A). At the genus level, the following microorganisms had high cecal abundance: *Rikenellaceae*_*RC9*_*gut*_*group*, *Monoglobus*, *UCG*–*005*, *Bacteroides*, and *Prevotella* (Fig. 2B). At the species level, the following microorganisms had high cecal abundance: *Bacterium*_enrichment_*culture*_*clone*_*M137*, *Prevotella ruminicola*, and *Ruminococcus* sp. (Fig. 2C).

**Fig. 2:**
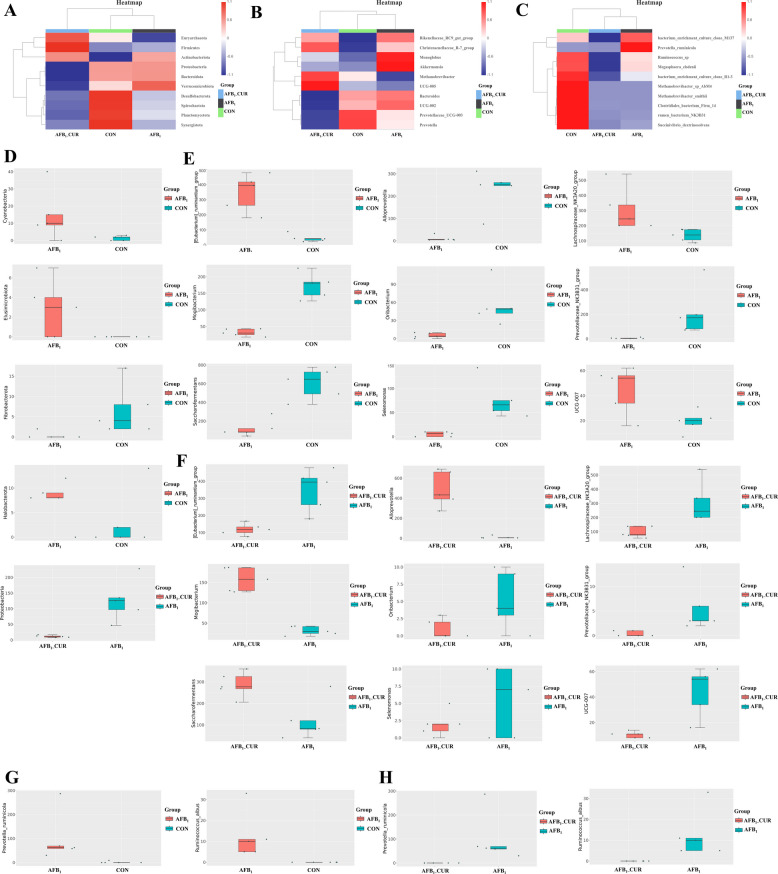
Differential flora at the phylum, genus, and species levels (*n* = 5). **A**–**C** Relative heat map of the top 10 microbial abundance in the cecum at the phylum, genus and species levels. **D** Cecal differential microbes at the phylum level (*P* < 0.05). **E** Cecal differential microorganisms at the genus level (CON group vs. AFB_1_ group; *P* < 0.05). **F** Differential microorganisms in the cecum at the genus level (AFB_1_ group vs. AFB_1__CUR group; *P* < 0.05). **G** Cecal differential microorganisms at the species level (CON group vs. AFB_1_ group; *P* < 0.05). **H** Cecal differential microorganisms at the species level (AFB_1_ group vs. AFB_1__CUR group; *P* < 0.05)

At the phylum level, compared with CON group, the microbial abundance (*P* < 0.05) of Cyanobacteria, Elusimicrobiota, and Halobacterota in the AFB_1_ group significantly increased, and the abundance (*P* < 0.05) of Fibrobacterota significantly decreased. The abundance of the pathogenic bacteria (*P* < 0.05) of Proteobacteria in the AFB_1__CUR group was significantly reduced (Fig. 2D).

At the genus level, the microbial abundance (*P* < 0.05) of [*Eubacterium*]_*ruminantium*_*group*, *Lachnospiraceae*_*NK3A20*_*group*, and *UCG*–*007* in the AFB_1_ group significantly increased, and the abundance (*P* < 0.05) of the microorganisms *Alloprevotella*, *Mogibacterium*, *Oribacterium*, *Prevotellaceae*_*NK3B31*_*group*, *Saccharofermentans*, and *Selenomonas* in the AFB_1_ group significantly decreased (Fig. 2E). Among them, the bacterial abundance (*P* < 0.05) of *Alloprevotella*, *Mogibacterium*, and *Saccharofermentans* increased, and the abundance of [*Eubacterium*]_*ruminantium*_*group*, *Oribacterium, Selenomonas*, *Lachnospiraceae*_*NK3A20*_*group*, *Prevotellaceae*_*NK3B31*_*group* and *UCG*–*007* (*P* < 0.05) significantly decreased by CUR (Fig. 2F).

At the species level, the abundance of *Prevotella* *ruminicola* and *Ruminococcus* *albus* significantly increased in the AFB_1_ group (*P* < 0.05), and their abundance significantly decreased in the AFB_1__CUR group compared with the AFB_1_ group (*P* < 0.05; Fig. 2G–H). In conclusion, the abundance of some pathogenic bacteria increased in response to AFB_1_ treatment, and this effect was alleviated by the addition of CUR.

### CUR regulates AFB_1_-induced changes in gut microbiota function

As shown in Fig. 3, the observed α diversity index and Shannon index showed no significant difference among the three groups. However, β diversity analysis revealed that the samples in the CON group, AFB_1_ group and AFB_1__CUR group had good discreteness, indicating that the components could be separated and that the data were valid (Fig. 3C). Linear discriminant analysis (LDA) can predict the potential markers that separate each experimental group, the results revealed 27 potential biomarkers that could effectively separate the biomarkers of each group. At the genus level, CON group biomarkers *Prevotella* and *Succiniclasticum*; the AFB_1__CUR group biomarkers *Christensenellaceae*_*R7*_*group, UCG*–*005* and *Methanobrevibacter*, and the AFB_1_ group biomarker *Akkermansia* (Fig. 3D). Microbial species are usually associated with biological functions, and prediction of bacterial community functions could be anticipated with Tax4Fun function prediction. The KEGG level 3 results revealed that pathways were enriched mainly in two-component systems, amino acid-related enzymes, peptidases, and alanine, aspartate and glutamate metabolism (Fig. 3E–G). At the KEGG level 4, key pathway-related genes included pyruvate-ferredoxin/flavonoid toxin oxidoreductase, antitoxin, ferrous transporter, β-galactosidase, Ca^2+^ transporter ATPase, and glutamine synthase (Fig. 3H).

**Fig. 3:**
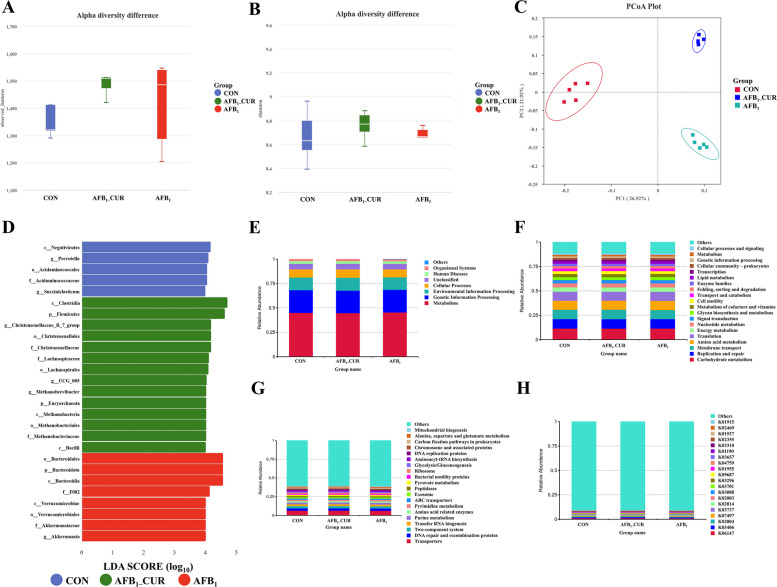
Cecal microbial diversity and prediction of gut microbiota function (*n* = 5). **A** and **B** The α diversity of the observed features index (flora abundance) and Shannon index (flora diversity) in the cecal microbial (*P* > 0.05), the white horizontal line is the average value size. **C** Principal co-ordinates analysis (PCoA) analysis of cecal microbial β diversity. **D** Linear discriminant analysis in cecal microorganisms. **E**–**H** Functional analysis of cecal microorganisms with top 20 Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment pathways level1, level2, level3 and level4

### Effects of CUR and AFB_1_ induction on jejunal barrier and apoptotic gene expression

AFB_1_ inhibited jejunal intestinal barrier-related genes, and CUR alleviated the harmful effect of AFB_1_. The relative mRNA expression of tight junction protein 1 (*ZO-1*; *P* < 0.01) and occludin and claudin 1 (*P* < 0.05) in the AFB_1_ group significantly decreased, and intestinal barrier-related gene expression increased in response to CUR treatment (Fig. 4A–C). The jejunum in the AFB_1_ group was in an apoptotic state, and CUR alleviated apoptosis. In the AFB_1_ group, the relative mRNA expression of cytochrome C (*Cytc*; *P* < 0.01) and BCL2 apoptosis regulator (*BCL2*; *P* < 0.05) was significantly lower, and the relative expression of caspase 3 (*P* < 0.01) and caspase 9 (*P* < 0.05) was significantly greater. However, compared with AFB_1_ group, the mRNA expression of apoptosis-related genes (*P* < 0.01 or *P* < 0.05) was reversed in the CUR group, and the expression of BCL2-associated X (*BAX*; *P* < 0.01) was significantly reduced (Fig. 4D–H).

**Fig. 4:**
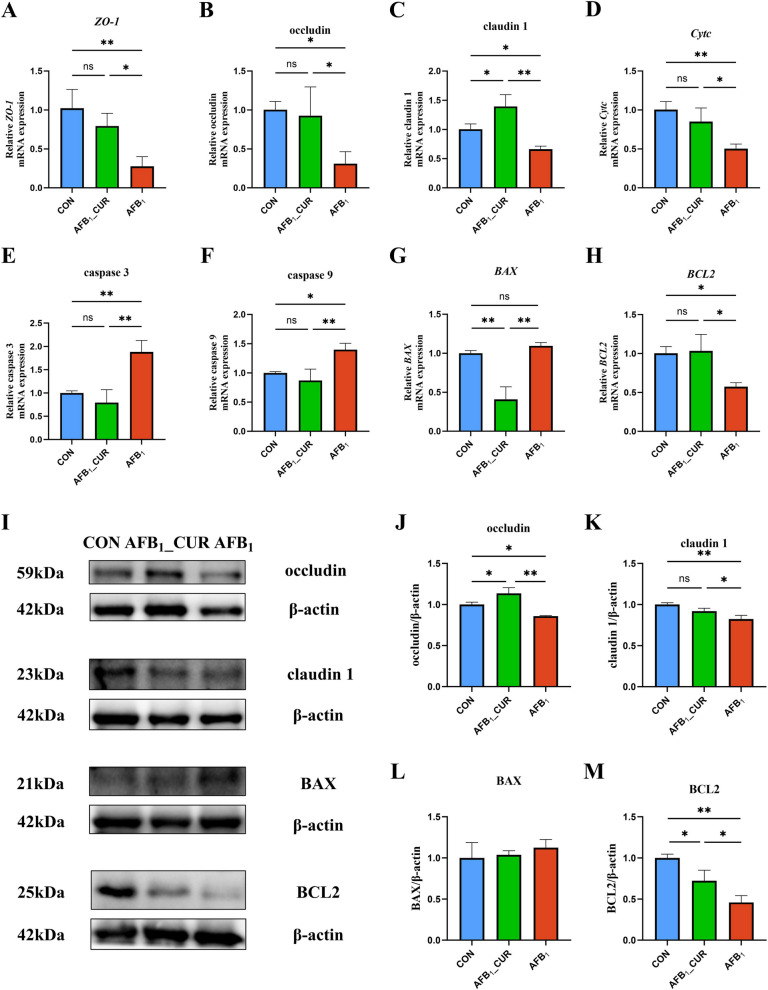
Jejunal intestinal barrier and apoptosis related genes’ mRNA (*n* = 6) and protein expression (*n* = 3). **A**–**C** Relative mRNA expression of jejunal intestinal barrier-related genes. *ZO-1*, tight junction protein 1. **D**–**H** Relative mRNA expression of jejunal apoptosis-related genes. *Cytc*, cytochrome C; *BAX*, BCL2 associated X; *BCL2*, BCL2 apoptosis regulator. **I**–**M** Jejunal intestinal barrier and apoptotic protein expression. All data are presented as mean ± SD. ^*^P < 0.05, ^**^P < 0.01; ns, not significant

Similarly, the protein expression of occludin (*P* < 0.05) and claudin 1 (*P* < 0.01) significantly decreased by AFB_1_, and BCL2 protein expression (*P* < 0.05) was decreased. In the AFB_1__CUR group, the protein expression of occludin (*P* < 0.01) and claudin 1 (*P* < 0.05) was increased, and the expression of BCL2 (*P* < 0.05) was increased (Fig. 4I–M).

### NRF2 signaling activation in the jejunum by CUR

AFB_1_ could cause jejunal oxidative stress, whereas CUR could activate the jejunal antioxidant system and resist the oxidative stress induced by AFB_1_ to a certain extent. As shown in Fig. 5, the relative mRNA expression of nuclear factor erythroid 2-related factor 2 (*NRF2*; *P* < 0.05) was decreased and the relative expression of Kelch-like ECH-associated protein 1 (*KEAP1*; *P* < 0.01) was significantly increased; the relative mRNA expression of *NRF2* signaling pathway downstream genes heme oxygenase 1 (*HO-1*; *P* < 0.01), NAD(P)H quinone dehydrogenase 1 (*NQO1*; *P* < 0.05), superoxide dismutase 1 (*SOD1*; *P* < 0.01) and superoxide dismutase 2 (*SOD2*; *P* < 0.01) in the AFB_1_ group was decreased. In contrast, mRNA expression of *NRF2* signaling pathway genes was increased (*P* < 0.01 or *P* < 0.05) and the relative expression of *KEAP1* (*P* < 0.01) was significantly decreased by CUR (Fig. 5A–F).

**Fig. 5:**
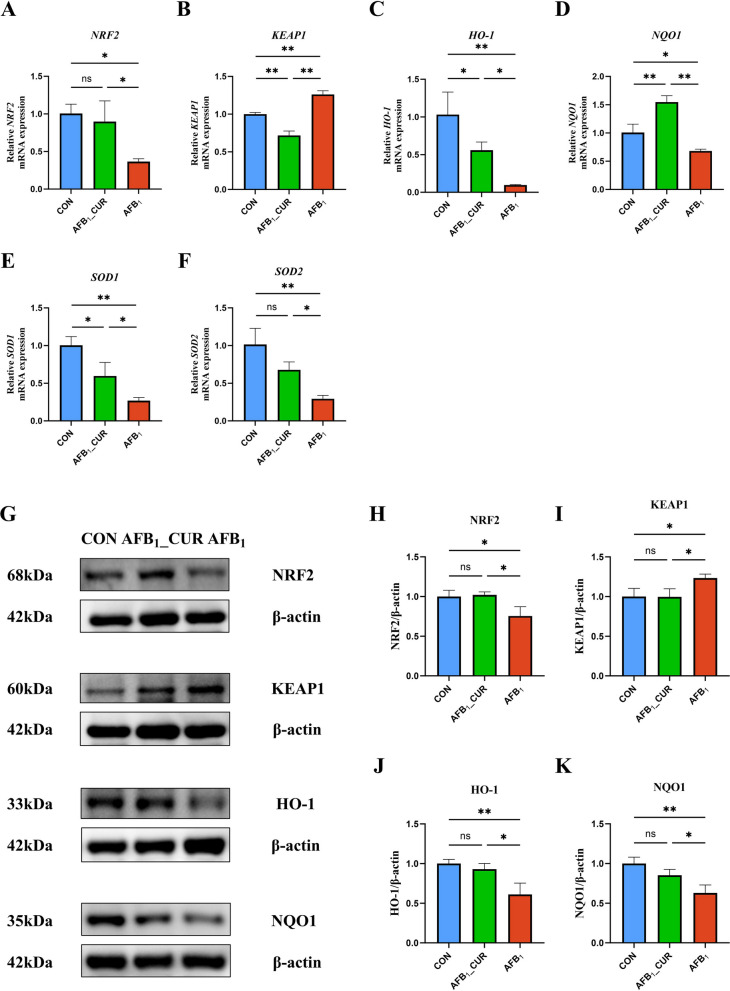
CUR regulates the mRNA (*n* = 6) and protein (*n* = 3) expression of genes related to the jejunal NRF2 signaling pathway. **A**–**F** Relative mRNA expression of NRF2 signaling pathway and downstream genes. *NRF2*, nuclear factor erythroid 2-related factor 2; *KEAP1*, Kelch like ECH associated protein 1; *HO-1*, heme oxygenase 1; *NQO1*, NAD(P)H quinone dehydrogenase 1; *SOD1*, superoxide dismutase 1; *SOD2*, superoxide dismutase 2. **G**–**K** The expression of proteins related to the jejunal NRF2 signaling pathway. All data are presented as mean ± SD. ^*^P < 0.05, ^**^P < 0.01; ns, not significant

Western blot analysis of the NRF2 pathway was performed to verify that CUR can significantly reduce oxidative stress damage caused by AFB_1_. Compared with the CON group, the protein expression of NRF2, HO-1 and NQO1 in the AFB_1_ group was decreased (*P* < 0.01 or *P* < 0.05), and the protein expression of KEAP1 was increased (*P* < 0.05). However, the protein expression of these genes (*P* < 0.01 or *P* < 0.05) was opposite in the AFB_1__CUR group, indicating that CUR can activate the antioxidant system to resist oxidative stress damage caused by AFB_1_ (Fig. 5G–K).

### NF-κB signaling pathway suppression in the jejunum by CUR

ROS is a key indicator that connects NRF2 with NF-κB, and the level of H_2_O_2_ was increased by AFB_1_ to activate the NF-κB signaling pathway and restrain the NRF2 signaling pathway to activate the antioxidant system. The relative mRNA expression levels of *NF-κB* (*P* < 0.05), *IL-1β* (*P* < 0.05) and interleukin 18 (*IL-18*; *P* < 0.01) in the AFB_1_ group were markedly greater; however, they were markedly lower in the AFB_1__CUR (*P* < 0.01; Fig. 6A–F).

**Fig. 6:**
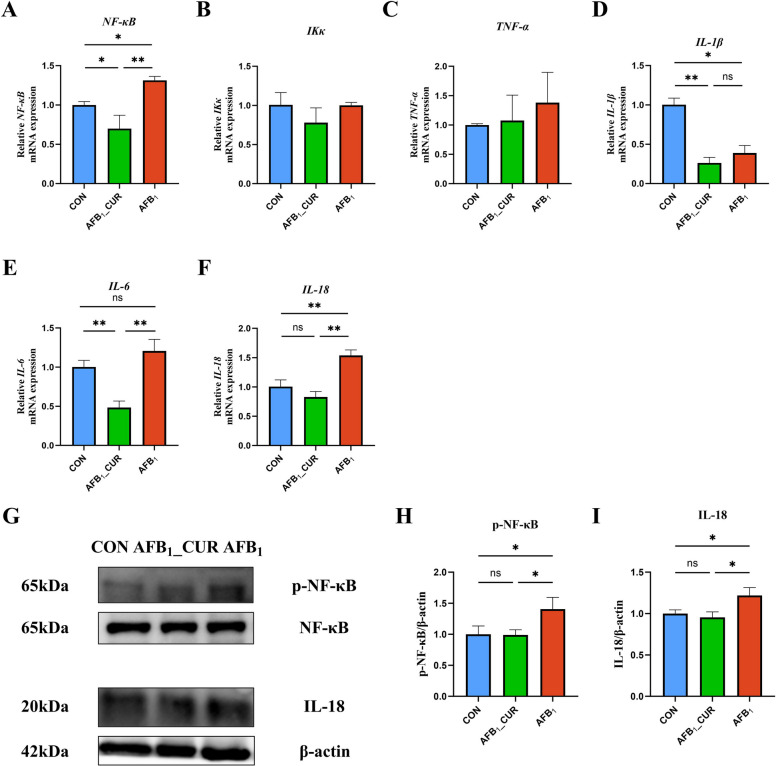
CUR regulates the mRNA (*n* = 6) and protein (*n* = 3) expression of genes related to the jejunal NF-κB signaling pathway. **A**–**F** Relative mRNA expression of jejunal NF-κB signaling pathway and inflammatory factor. *NF-κB*, nuclear factor of kappa light polypeptide gene enhancer in B cells; *IKκ*, inhibitor of nuclear factor kappa B kinase ; *TNF-α*, tumor necrosis factor α; *IL-1β*, interleukin 1 beta; *IL-6*, interleukin 6; *IL-18*, interleukin 18. **G**–**I** Expression of phosphorylated NF-κB and pro-inflammatory factor IL-18 protein in the jejunum. All data are presented as mean ± SD. ^*^P < 0.05, ^**^P < 0.01; ns, not significant

The above results revealed that *IL-18* is a potential key gene that regulates the inflammatory response. Therefore, protein expression of p-NF-κB and IL-18 (*P* < 0.05) was increased by AFB_1_ but decreased by CUR (*P* < 0.05). The results showed that CUR inhibited the activation of the NF-κB signaling pathway and alleviated the inflammatory damage caused by AFB_1_ to the jejunum (Fig. 6G–I).

### Effects of CUR and AFB_1_ induction on kidney phenotype and antioxidant capacity

The results of the HE staining revealed glomerular shrinkage in the AFB_1_ group; vacuolization was observed in the Bowman’s capsule space; eosinophilic granular proteinaceous substances were visible in the capsule space, and renal tubules showed irregular morphology with inflammatory cell infiltration (Fig. 7A). BUN, CRE and UA are recognized as renal function indices for assessing renal damage. The serum BUN content, CRE content and UA content (*P* < 0.05) increased in the AFB_1_ group; in contrast, the kidney indicators decreased in the AFB_1__CUR group (*P* < 0.01 or *P* < 0.05; Fig. 7B–D). H_2_O_2_ content can reflect redox levels and is a key marker of oxidative stress reactions. Compared with the CON group, the kidney H_2_O_2_ content (*P* < 0.01) in the AFB_1_ group increased but was significantly lower in the AFB_1__CUR group (*P* < 0.01; Fig. 7E). However, the GSH content and the activities of CAT, GST and SOD were reduced by AFB_1_ (*P* < 0.01 or *P* < 0.05), and CUR treatment eased this reduction and decreased the MDA content (*P* < 0.01 or *P* < 0.05; Fig. 7F–J).

**Fig. 7:**
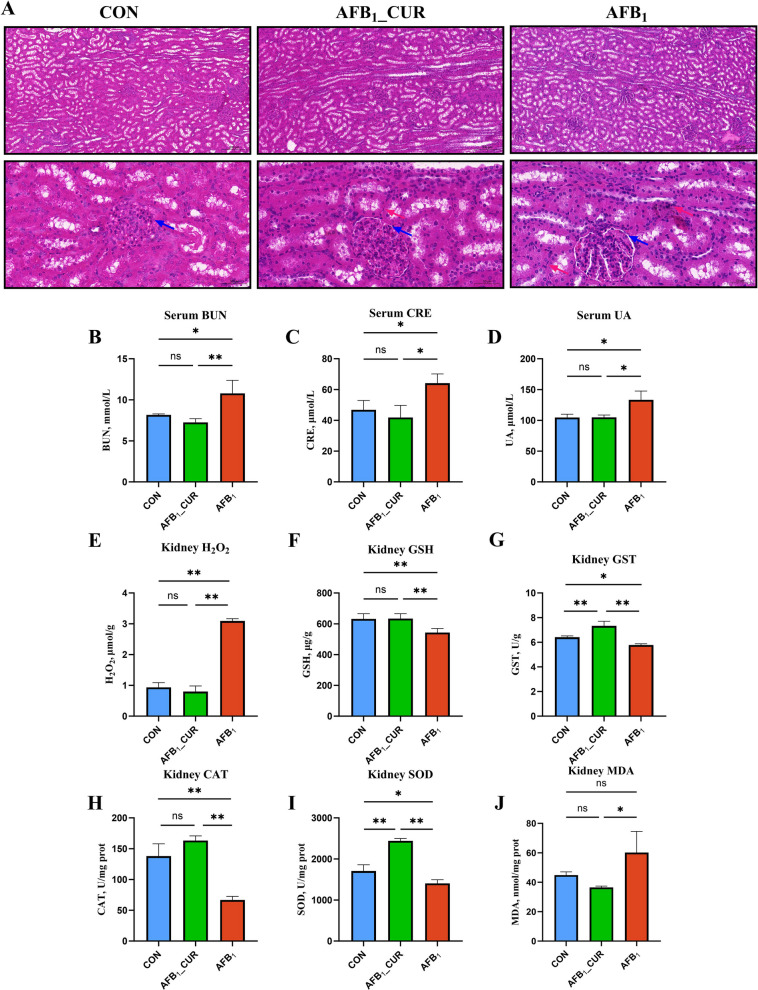
Kidney apparent indicators (*n* = 6). **A** HE stained sections of kidneys (200 μm and 50 μm, the blue arrows indicate the capsular space of renal corpuscle, and the red arrows indicate inflammatory cells). **B**–**D** Serum levels of BUN, CRE and UA. **E**–**G** H_2_O_2_ content, GSH content and GST activity in kidney tissues. **H**–**I** CAT activity, SOD activity and MDA content in kidney tissues. All data are presented as mean ± SD. ^*^P < 0.05, ^**^P < 0.01; ns, not significant

### Effects of CUR and AFB_1_ induction on kidney transcriptome differential gene expression

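The paper describes the libraries as RNA from the kidneys of 5 of the 6 sheep in each group, sequenced after day 21. The groups are CON, AFB1 and AFB1_CUR. According to the paper, the AFB1 group received 500 µg of AFB1 per kg of dry matter, and the AFB1_CUR group received the same dose with 800 mg of CUR per kg of dry matter. In the public labels, the treatment field counts upward from AFB1 within a group, whereas the titles give the group and the replicate number; the libraries were grouped by the titles, which match the groups of the paper. The authors removed low-quality reads and reads with adapters, aligned the rest with HISAT2, and deposited a read count and an FPKM value for each of 25592 genes in each of the 15 libraries. The tool that counted the reads and the genome build are not given in the sources used here. The total counts per library ranged from 50255295 to 68747047 in the CON group (median 62643688), from 53609682 to 62999325 in the AFB1 group (median 56112028) and from 55108041 to 65706914 in the AFB1_CUR group (median 56549141). From there, the 13193 genes with an FPKM of at least 1 in at least 5 libraries were tested with edgeR's quasi-likelihood test on the counts after TMM normalization. All 15 libraries entered the same model, so the 3 groups shared an estimate of the spread. A gene was called differentially expressed at an unadjusted p under 0.05 and a fold change above 1.5, the screening conditions of the paper, and the number of genes with a Benjamini-Hochberg adjusted p under 0.05 was counted separately.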

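The mean log2(FPKM + 1) profiles of the AFB1 and CON groups lay at a Euclidean distance of 40.3 over the tested genes, those of the AFB1_CUR and AFB1 groups at 40.5, and those of the AFB1_CUR and CON groups at 26.1. Against all splits of the same 10 libraries, a distance as large was not unusual for AFB1 and CON (one-sided exact permutation test, p = 0.333), for AFB1_CUR and AFB1 (one-sided exact permutation test, p = 0.437) or for AFB1_CUR and CON (one-sided exact permutation test, p = 0.381). The first principal component held 51.8% of the variance. It placed the library labelled AFB1 replicate 1 at 147 and the other 14 libraries between -18.4 and -2.80. In that library the mean log2(FPKM + 1) of 20 hepatocyte genes was 10.23, against 1.06 to 2.28 in the others. The same score over 9 proximal tubule genes was 1.79, against 6.87 to 8.55, and over 9 genes of the loop and collecting duct 0.55, against 5.29 to 6.21. ALB had a count of 3190765 there and 0 to 2846 in the other libraries, and UMOD a count of 17 against 19531 to 304377. When AFB1 replicate 1 was left out, the distance was 26.8 between AFB1 and CON (one-sided exact permutation test, p = 0.405) and 23.1 between AFB1_CUR and AFB1 (one-sided exact permutation test, p = 0.778). The distance of 26.1 between AFB1_CUR and CON then lay between these values. Of the genes called between AFB1 and CON, 70.9% had an AFB1_CUR mean nearer to the CON mean than to the AFB1 mean. Simulated groups unchanged from AFB1 gave a median of 6.73% (0.156 to 46.5), and simulated groups unchanged from CON gave 97.3% (33.0 to 99.8). The brackets give a central range of the simulated shares. These groups were drawn around the observed means of genes picked because the AFB1 and CON means differ. The simulation therefore cannot separate an effect from the picking, and no conclusion is drawn from it. Other splits of the AFB1 and AFB1_CUR libraries gave 27.1% to 92.0%. Of 100 splits, the observed grouping included, 51 were as high as the observed share. In all of them AFB1_CUR replicate 1 stayed in the AFB1_CUR group, although the share changes when the group labels are exchanged. These splits thus cover only part of the possible groupings. The largest move came from leaving out AFB1 replicate 1, after which the share was 49.8% of 231 genes. Simulated groups, with the same limit, then gave 0 to 17.3% where unchanged from AFB1 and 78.4% to 100% where unchanged from CON. Splits of the AFB1 and AFB1_CUR libraries without AFB1 replicate 1 gave 31.3% to 90.0%. Of 100 such splits, the observed grouping included, 56 were as high as 49.8%, so random grouping can give such a share.

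**Figure D1:**
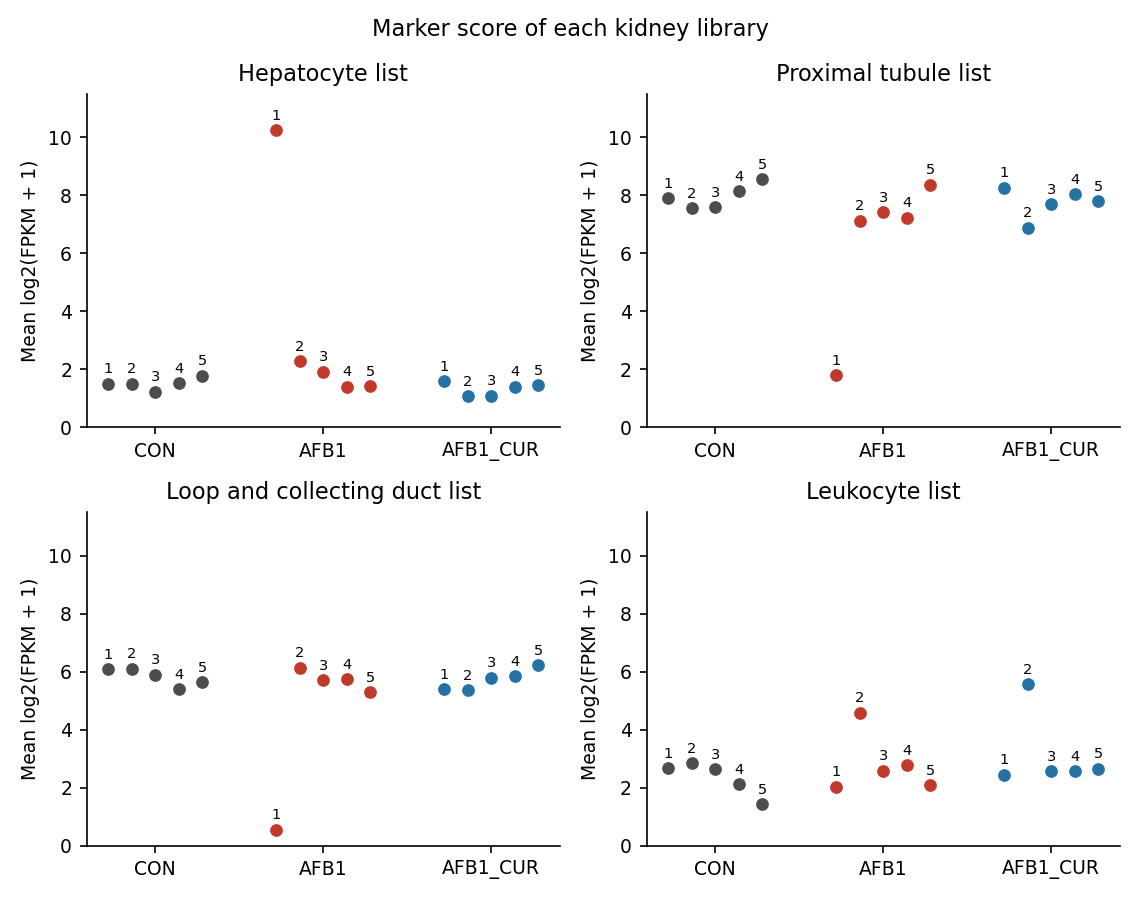
Marker score of each library for the CON, AFB1 and AFB1_CUR groups on the x axis. The y axis gives the mean log2(FPKM + 1) over the genes of a list. Each point is a library with its replicate number. AFB1 replicate 1 lies at 10.23 on the hepatocyte list and at 0.55 on the loop and collecting duct list, and AFB1_CUR replicate 2 lies highest on the leukocyte list, at 5.57.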

The gene expression profiles of the CON group, the AFB_1__CUR group and the AFB_1_ group were compared, and the gene expression of the AFB_1__CUR group was essentially the same as that of the CON group (Fig. 8A). 

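Between the AFB1 and CON groups, 506 genes were higher and 133 lower in AFB1 by the thresholds of unadjusted p and fold change. Between the AFB1_CUR and AFB1 groups, 78 genes were higher and 447 lower in AFB1_CUR. Between AFB1_CUR and CON, 99 genes were higher and 32 lower in AFB1_CUR. With Benjamini-Hochberg adjustment, edgeR's quasi-likelihood test called 0 genes in each of these comparisons, with 1071, 765 and 360 genes at an unadjusted p under 0.05 and smallest adjusted p values of 0.596, 0.773 and 1.00. DESeq2 on the same counts called 7, 2 and 1 genes after adjustment, and limma on the log2 FPKM values called 0. In settings chosen after the data were seen, DESeq2 called 103, 90 and 1 without its Cook's distance filter, and 17, 3 and 1 without AFB1 replicate 1. The alternative that moved the first comparison most was the use of all genes without the filter on low values, which gave 1778 called genes in place of 639. The split between higher and lower genes also moved with the scale. On log2(FPKM + 1), where the median of all genes shifted by -0.10 between AFB1 and CON and by 0.17 between AFB1_CUR and AFB1, limma called 43 genes higher and 215 lower in AFB1, and 154 higher and 30 lower in AFB1_CUR than in AFB1. With limma's sample quality weights the calls were 118 higher and 180 lower in AFB1, and 137 higher and 190 lower in AFB1_CUR. With the replicate number as a block they were 173 higher and 154 lower, and 97 higher and 78 lower. In the library labelled AFB1 replicate 1, 416 of the 506 higher genes had their highest value. Leaving it out gave 86 higher and 145 lower genes in AFB1, of which 38 and 82 were among the genes called with all libraries, and 54 higher and 70 lower genes in AFB1_CUR than in AFB1, of which 36 and 34 were among them. The AFB1_CUR and CON groups then differed in 216 genes in place of 131. Leaving out AFB1 replicate 5 gave 959 called genes between AFB1 and CON, and leaving out AFB1 replicate 2 gave 924 between AFB1_CUR and AFB1. For AFB1_CUR and CON, leaving out AFB1_CUR replicate 2 gave 65 and leaving out AFB1_CUR replicate 4 gave 202. Between AFB1 and CON, 134 of the tested genes (1.02%) had no overlap between the libraries of the groups, where chance gives 0.794%. Between AFB1_CUR and AFB1, 65 genes (0.493%) had none. Among the called genes without overlap, the largest decrease in AFB1 was in CCN1, on chromosome 1 from 62636068 to 62638968. Its FPKM was 34.1 ± 18.5 in CON, 7.78 ± 2.19 in AFB1 and 15.4 ± 9.86 in AFB1_CUR (SD, n = 5 each). The log2 fold change of CCN1 in AFB1 was -1.98 (standard error 0.42, adjusted p = 0.596 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and -2.10 without AFB1 replicate 1. The largest increase was in LOC114111007, described in the file as ribonuclease UK114-like, with counts of 0 to 4 in CON and 4 to 1099 in AFB1 and a log2 fold change of 8.04. At such low counts in CON the size of the estimate depends on the model, and its reads can be shared with other copies of that gene, so the value is uncertain. The next was NR0B2, at 3.48 with all libraries and 0.91 without AFB1 replicate 1. Between AFB1_CUR and AFB1, SLC25A47 decreased most, by a log2 fold change of -8.97 that was -1.31 without AFB1 replicate 1. The largest increase, of 3.11, was in LOC101122142, described as butyrophilin-like protein 1, a member of a gene family whose reads can also be shared.

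**Figure D2:**
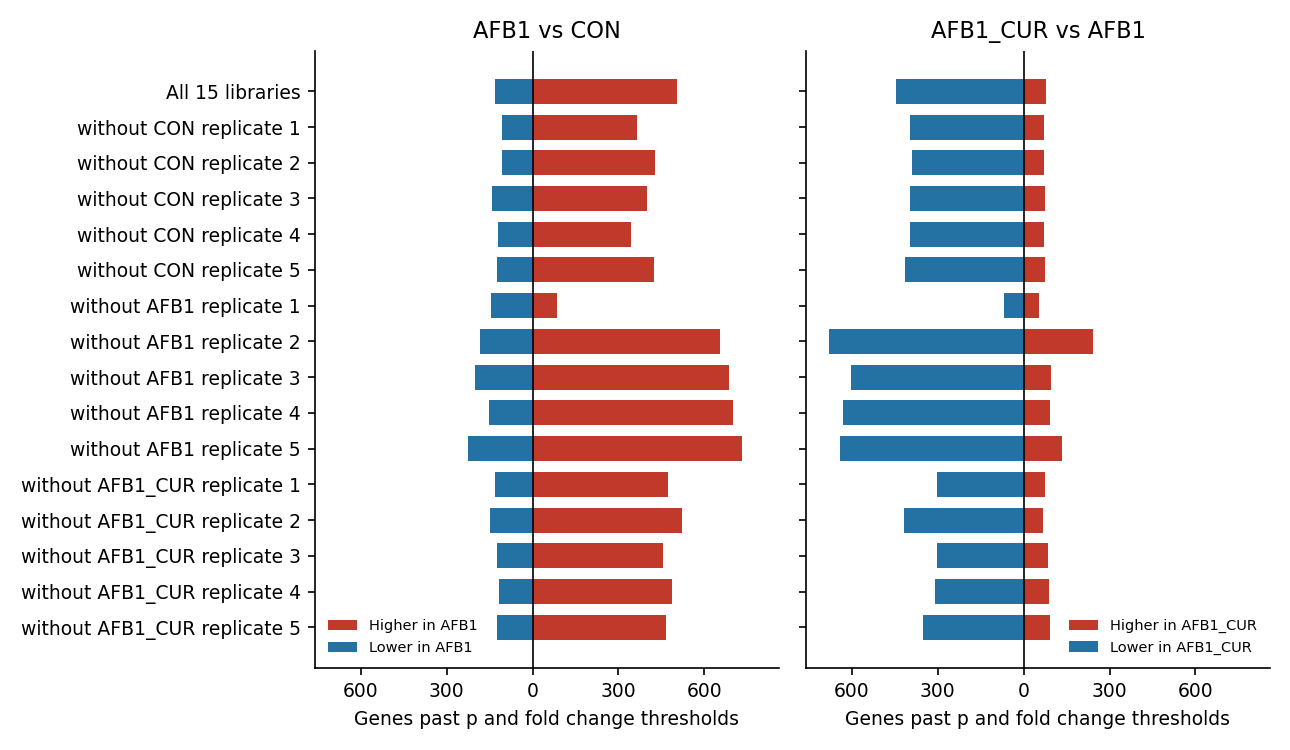
Number of genes past the thresholds of p and fold change on the x axis, with all 15 libraries and with each library left out in turn on the y axis. Red bars are genes higher and blue bars genes lower in the group named first. With AFB1 replicate 1 left out, the higher genes between AFB1 and CON number 86 and the lower genes between AFB1_CUR and AFB1 number 70.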

Compared with the CON group, the AFB_1_ group had 406 upregulated genes and 154 downregulated genes, and compared with the AFB_1_ group, the AFB_1__CUR group had 108 upregulated genes and 344 downregulated genes (Fig. 8B and C). 

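The genes shown in Fig. 8D were grouped by function here; the paper's text assigns some of them, such as NRF2, GSTA1 and PRDX1 to the NRF2 pathway, but gives no full list for each group. Of the ERS genes ATF4, ATF6, ERN1 and DDIT3, 3 of 4 had a higher estimate in AFB1 than in CON (median log2 fold change 0.24). The inflammation genes IL18, IL6R, IL1R1, IKBKB, RELA and TNFAIP1 were higher in 6 of 6 (median 0.22), although IKBKB differed by 0.00. In the NRF2 pathway, 3 of 8 were higher (median -0.15), among them KEAP1 (0.22) and NRF2, listed as NFE2L2 (0.21). By RT-qPCR the paper reports KEAP1 as raised and NRF2 as lowered by AFB1. Without AFB1 replicate 1 the value of KEAP1 was -0.03 and that of NFE2L2 0.34. The tally for ERS held under each scaling and weighting tried; that for inflammation was 5 of 6 with limma on FPKM, the ratio of group mean FPKM, the replicate block or only the libraries of the compared groups, and 4 of 6 with sample quality weights. Without AFB1 replicate 1 the tallies for ERS and inflammation were 4 of 4 and 5 of 6, with medians of 0.09 and 0.15. The apoptosis genes BAX, CASP9 and BCL2 were not called. BAX, on chromosome 14 from 55274997 to 55279160, had an FPKM of 13.1 ± 2.37 in CON and 13.6 ± 1.69 in AFB1 (SD, n = 5 each), a log2 fold change of 0.22 (standard error 0.19, adjusted p = 0.759 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CASP9 had a log2 fold change of 0.14 and BCL2 of -0.26. Without AFB1 replicate 1 the values of BAX, CASP9 and BCL2 were 0.03, 0.10 and -0.05. Among the ERS genes, ERN1 was called. It lies on chromosome 11 from 47996675 to 48080222, and its FPKM was 3.38 ± 0.56 in CON and 4.95 ± 2.45 in AFB1 (SD, n = 5 each). Its log2 fold change was 0.82 (standard error 0.36, unadjusted p of 0.0379, adjusted p = 0.599 from the same edgeR test). Most of this came from AFB1 replicate 1, at 8.62 FPKM. Without that library the log2 fold change was 0.23, with an unadjusted p of 0.274. The call was also lost with limma on FPKM, with the ratio of group mean FPKM, with sample quality weights, with the replicate block, with only the libraries of the compared groups, and with CON replicate 1, 3, 4 or 5 left out. ATF6 and ATF4 changed by 0.23 and 0.26 with all libraries, and by 0.06 and 0.02 without AFB1 replicate 1. Among the inflammation genes, IL1R1 was called. It lies on chromosome 3 from 99547239 to 99641780, with an FPKM of 2.07 ± 0.40 in CON and 3.89 ± 2.61 in AFB1 (SD, n = 5 each) and a log2 fold change of 1.22 (standard error 0.46, unadjusted p of 0.0195, adjusted p = 0.596 from the same edgeR test). AFB1 replicate 1 held 7.80 FPKM of it, and without that library the log2 fold change was 0.46, with an unadjusted p of 0.144. It was not called with limma on FPKM, with sample quality weights or with the replicate block. The estimates for IL18 and RELA were 0.35 and 0.24, neither past the thresholds. SOD2, on chromosome 8 from 83703254 to 83713388, was the called gene of the NRF2 pathway, with 96.8 ± 15.2 FPKM in CON and 130 ± 17.0 in AFB1 (SD, n = 5 each). It had a log2 fold change of 0.60 (standard error 0.19, unadjusted p of 0.00783), and 0.43 without AFB1 replicate 1, where its unadjusted p was 0.0212 but its fold change was below the threshold. The call was also lost with CON replicate 2, CON replicate 4 or AFB1 replicate 5 left out, with limma on FPKM under either pseudocount, with the replicate block, with sample quality weights and with the ratio of group mean FPKM. Over the 32 genes that the study names for the kidney and that could be tested, 25 were higher in AFB1 and 4 were called, ERN1, IL1R1, SOD2 and TRAM1. None passed when the p values of edgeR's test were adjusted over the list alone (smallest adjusted p 0.125). The list includes genes that Fig. 8D and 8E show from the same libraries, so for these it is not independent evidence. No gene of the list was called without AFB1 replicate 1. Some settings called others, EIF2AK2 (1.44 without CON replicate 5), GSTA1 (-0.77 without AFB1 replicate 5), and EIF2AK2 and HMOX1 with sample quality weights.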

In the AFB_1_ group, genes related to apoptosis, ERS and inflammatory factors were upregulated. Compared with those in the AFB_1_ group, the expression of NRF2 pathway-related genes in AFB_1__CUR, including *NRF2*, glutathione S-transferase alpha 1 (*GSTA1*) and peroxiredoxin 1 (*PRDX1*), tended to increase, but the expression of genes related to ERS and inflammatory factors tended to decrease (Fig. 8D). 

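NRF2, listed as NFE2L2, lies on chromosome 2 from 132853236 to 132885813. Its FPKM was 56.0 ± 7.58 in CON, 61.5 ± 21.8 in AFB1 and 67.2 ± 11.6 in AFB1_CUR (SD, n = 5 each). The TMM-normalized counts gave a log2 fold change of -0.01 in AFB1_CUR against AFB1 (standard error 0.17, adjusted p = 0.989 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For GSTA1, on chromosome 20 from 24792990 to 24807956, the FPKM was 102 ± 38.6, 78.3 ± 53.2 and 87.6 ± 18.7 in the same order of groups, and the log2 fold change was -0.02 (standard error 0.37, adjusted p = 0.991 from the same edgeR test). GSTA1 lies beside LOC121817434, described as glutathione S-transferase A1-like, with which it can share reads, so its values are uncertain. PRDX1, on chromosome 1 from 20135449 to 20145938, had 117 ± 21.0, 104 ± 53.5 and 114 ± 17.6 FPKM and a log2 fold change of 0.02 (standard error 0.34, adjusted p = 0.994 from the same edgeR test). The direction depended on the scale. As a ratio of group mean FPKM, the log2 fold changes of NFE2L2, GSTA1 and PRDX1 were 0.13, 0.16 and 0.13, below the shift of 0.18 in the median of all genes on that scale. With limma on log2(FPKM + 1) they were 0.22, 0.34 and 0.44, above the corresponding median of 0.17. The library labelled AFB1 replicate 1 held the lowest AFB1 value of each gene, with 24.0, 42.9 and 15.1 FPKM. Without it, the AFB1 means were 70.9 ± 6.94, 87.2 ± 57.0 and 127 ± 22.3 FPKM (SD, n = 4), and the log2 fold changes in AFB1_CUR were -0.15, -0.09 and -0.24. With each library left out in turn, the values reached 0.08 for NFE2L2 (without AFB1 replicate 4), 0.47 for GSTA1 and 0.27 for PRDX1 (both without AFB1 replicate 5), and were at the lowest -0.15, -0.19 and -0.24. With the replicate block they were 0.01, 0.16 and 0.13, and with sample quality weights -0.16, 0.39 and -0.05. By RT-qPCR in the kidney, the paper reports that CUR lowered KEAP1 and raised NRF2. Here KEAP1 changed by -0.30 with all libraries and by -0.06 without AFB1 replicate 1. Over the 8 NRF2 pathway genes of Fig. 8D, with KEAP1 among the lower ones, 4 were higher and 4 lower in AFB1_CUR than in AFB1 (median log2 fold change 0.00). With limma on log2(FPKM + 1) 6 were higher, all above the median of all genes. With the replicate block 6 were higher, and with the ratio of group means 6 were higher but 3 of 8 above that median. Among the ERS genes, 3 of 4 were lower (median -0.15), and among the inflammation genes 4 of 6 were lower (median -0.20). The ERS tally flipped to 3 of 4 higher with limma on FPKM, with the ratio of group means and with sample quality weights, although on the FPKM scales 3 of 4 stayed below the median of all genes. The inflammation tally became 3 of 6 lower with limma on log2(FPKM + 1) and with the ratio of group means, and 4 of 6 higher with a pseudocount of 0.1, although 5 of 6 lay below the median of all genes with both limma settings and 4 of 6 with the ratio; with sample quality weights 5 of 6 were lower. With AFB1 replicate 1 left out, 2 of 4 ERS genes and 4 of 6 inflammation genes were lower (medians 0.05 and -0.04), and 3 of 8 NRF2 pathway genes were higher (median -0.07). None of these genes was called between AFB1_CUR and AFB1. ERN1 changed by -0.64 (standard error 0.36) and by -0.05 without AFB1 replicate 1, and IL1R1 by -0.78 (standard error 0.46) and by -0.02 without it. ERN1 was called with AFB1 replicate 4 or 5 left out, and IL1R1 with AFB1 replicate 5 left out.

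**Figure D3:**
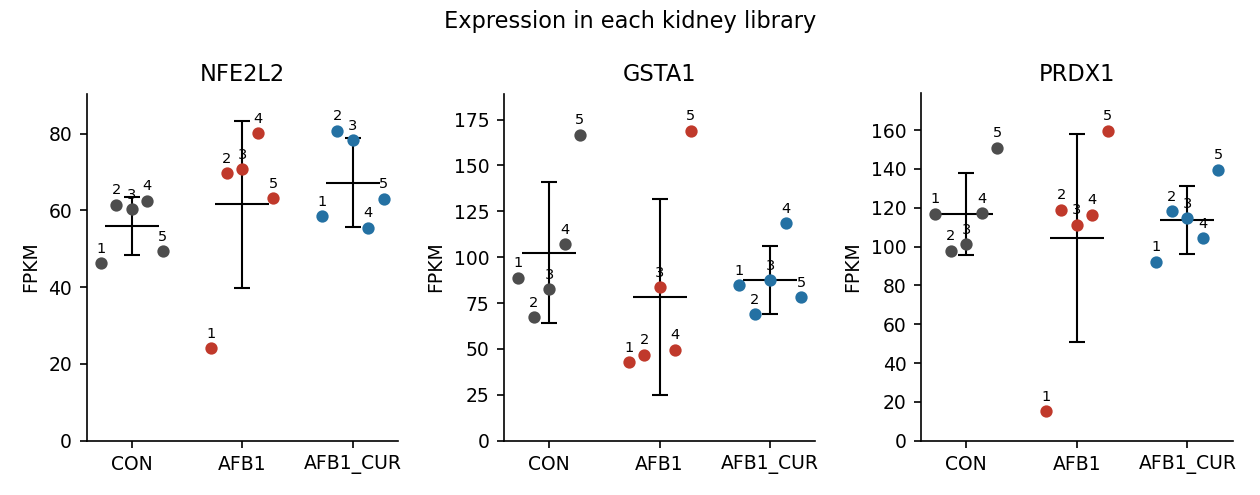
FPKM of NFE2L2, GSTA1 and PRDX1 on the y axis for the CON, AFB1 and AFB1_CUR groups on the x axis; each point is a library with its replicate number, and the lines give the mean and SD of 5 libraries. AFB1 replicate 1 is the lowest AFB1 library for each gene, at 24.0, 42.9 and 15.1 FPKM.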

Eukaryotic translation initiation factor 2 alpha kinase 2 (*EIF2AK2*) and activating transcription factor 4 (*ATF4*) were significantly positively correlated with *KEAP1* (*P* < 0.01 or *P* < 0.05), *NRF2* was positively correlated with *IL-18* (*P* < 0.01) and RELA proto-oncogene (*RELA*), *IL-18* was positively correlated with *BAX* (*P* < 0.01) and *RELA* (*P* < 0.001), and *ATF6* was positively correlated with C-X-C motif chemokine ligand 9 (*CXCL9*) and interleukin 6 receptor (*IL6R*) (*P* < 0.01; Fig. 8E). 

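Pearson correlations over the 15 libraries were computed on log2(FPKM + 1) for all pairs of the 17 genes of Fig. 8E, with two-sided permutation p values. At p under 0.05 there were 33 pairs, and after Benjamini-Hochberg adjustment 10. The count after adjustment moved most with the choice of libraries and measure. It was 2 without AFB1 replicate 2, 3 without AFB1_CUR replicate 2, 26 without AFB1 replicate 1 and 1 with Spearman's rho. KEAP1 and EIF2AK2 had r = 0.552 (permutation p = 0.0335, adjusted p = 0.164) and rho = 0.611 (permutation p = 0.0179). The correlation of KEAP1 with EIF2AK2 was 0.561 without AFB1 replicate 1 (permutation p = 0.0373) and 0.426 without CON replicate 5 (permutation p = 0.131), and 0.256 without both, the libraries farthest from the median of KEAP1. It was also no longer past 0.05 without CON replicate 1 (0.508) or AFB1_CUR replicate 4 (0.510). KEAP1 and ATF4 had r = 0.405 (permutation p = 0.135, adjusted p = 0.346) and rho = 0.500 (permutation p = 0.0595). The value for this pair was 0.325 without AFB1 replicate 1 and 0.582 without AFB1_CUR replicate 2. NFE2L2 and IL18 had r = 0.673 (permutation p = 0.0172, adjusted p = 0.123) and rho = 0.743 (permutation p = 0.00187). Without the farthest libraries, AFB1 replicate 1 and CON replicate 1, r was 0.693. NFE2L2 and RELA had r = 0.326 (permutation p = 0.241, adjusted p = 0.468) and rho = 0.468 (permutation p = 0.0805), and r = 0.614 without the same libraries. IL18 and BAX had r = 0.645 (permutation p = 0.00881, adjusted p = 0.0749) and rho = 0.643 (permutation p = 0.0118), and r = 0.726 without AFB1_CUR replicate 2 and AFB1 replicate 1. IL18 and RELA, with r = 0.766 (permutation p = 0.00088, adjusted p = 0.0199) and rho = 0.704 (permutation p = 0.00443), were the pair of these 8 that passed the adjustment with all libraries. Their r was 0.724 without the same libraries. With AFB1 replicate 1 left out, 4 of the 8 passed, IL18 and RELA (permutation test, adjusted p = 0.00894), IL18 and BAX (adjusted p = 0.0201), NFE2L2 and IL18 (adjusted p = 0.0243) and ATF6 and IL6R (adjusted p = 0.0474). ATF6 and CXCL9 had r = 0.468 (permutation p = 0.0780, adjusted p = 0.259) and rho = 0.425 (permutation p = 0.117). AFB1 replicate 2, which held 36.9 FPKM of CXCL9, carried much of it, since r was 0.210 when that library was left out. The correlation of ATF6 with CXCL9 was past 0.05 without CON replicate 1 (r = 0.533, permutation p = 0.0483) and without CON replicate 5 (r = 0.558, permutation p = 0.0377). ATF6 and IL6R had r = 0.662 (permutation p = 0.00739, adjusted p = 0.0749) and rho = 0.554 (permutation p = 0.0358). The correlation of ATF6 with IL6R was 0.517 without AFB1 replicate 2 (permutation p = 0.0579) and 0.772 without CON replicate 1. Leaving out both gave r = 0.666 for this pair and 0.268 for ATF6 and CXCL9. On FPKM without a log, r was 0.674 for ATF6 and CXCL9 (permutation p = 0.00799) and 0.486 for KEAP1 and EIF2AK2 (permutation p = 0.0676). Removing the group means left all 8 correlations positive, the largest at 0.758 for IL18 and RELA. No sequencing batch is given in the sources used here, so none could be taken into account.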

The protein interaction network diagram revealed that *NRF2* was strongly correlated with *KEAP1*, *EIF2AK2* and *ATF4* and that *BAX* was strongly correlated with *BCL2* and caspase 9 (*CASP9*), that *ATF6* was strongly correlated with *EIF2AK2*, and that *RELA* was strongly correlated with *IL-18* and *IL-1R1*; thus, *NRF2* and endoplasmic reticulum stress-related genes were strongly correlated (Fig. 8F).

**Fig. 8:**
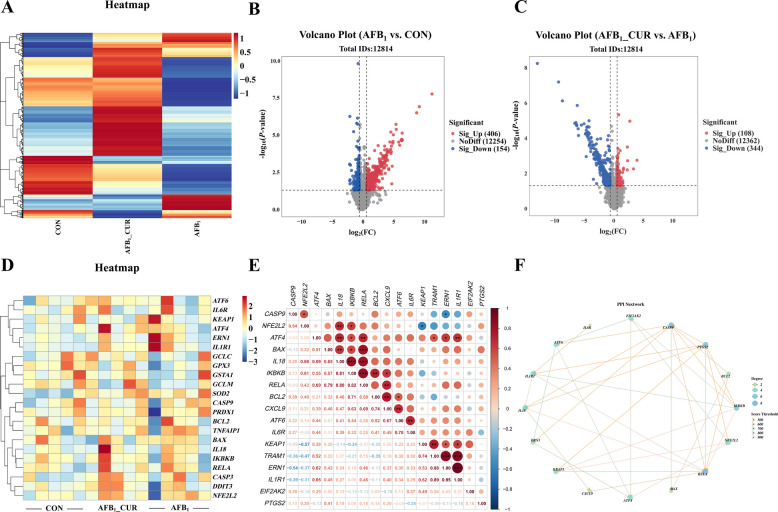
Kidney transcriptome differential gene analysis (*n* = 5). **A** Heatmap of differentially expressed genes in kidney. **B** Volcanic plot of differentially expressed genes in CON group and AFB_1_ group (red dots indicate rising genes, blue dots indicate down-regulated genes, and gray dots indicate genes with insignificant differences). **C** Volcano plot of differentially expressed genes in AFB_1_ group and AFB_1__CUR group. **D** Heatmap of individual differential gene expression, red up-regulated and blue down-regulated. *GSTA1*, glutathione S-transferase alpha 1; *PRDX1*, peroxiredoxin 1; *EIF2AK2*, eukaryotic translation initiation factor 2 alpha kinase 2; *ATF4*, activating transcription factor 4; *RELA*, RELA proto-oncogene; *CXCL9*, C-X-C motif chemokine ligand 9; *IL6R*, interleukin 6 receptor; *CASP9,* caspase 9. **E** Correlation coefficients of different differential gene expressions (^*^P < 0.05, ^**^P < 0.01, ^***^P < 0.001). **F** Network diagram of different genes and proteins (dot size indicates the number of related objects, line/line color represents the strength of correlation)

### Regulatory effects of CUR and AFB_1_ on differential gene expression in the kidney transcriptome

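GO terms were taken from the annotation in the authors' file. The genes called between AFB1 and CON were compared with the 12729 tested genes that carry a GO term, of which 623 were called, by a one-sided Fisher exact test with Benjamini-Hochberg adjustment over the 2455 terms with a called gene. In all, 45 terms passed, and 7 of the 21 terms of Fig. 9A did. The extracellular space held 63 called genes of 481, where 23.5 would come by chance (Fisher exact test, adjusted p = 6.93e-10). The oxidation-reduction process held 51 of 481 (Fisher exact test, adjusted p = 5.02e-05), the inflammatory response 19 of 112 (adjusted p = 0.000422) and the acute-phase response 5 of 11 (adjusted p = 0.00907). The other terms of Fig. 9A past the adjustment were the classical pathway of complement activation with 7 of 21, heme binding with 11 of 70 and chemokine activity with 6 of 23. Below that level, the chemokine-mediated signaling pathway held 6 of 29 (Fisher exact test, adjusted p = 0.0685) and the regulation of reactive oxygen species metabolism 4 of 12 (adjusted p = 0.0685). Oxidoreductase activity held 10 of 76 (adjusted p = 0.101), toxic substance binding 2 of 3 (adjusted p = 0.132), interleukin-1 receptor binding 2 of 4 (adjusted p = 0.201), the ER chaperone complex 2 of 7 (adjusted p = 0.207), polyamine oxidase activity 3 of 19 (adjusted p = 0.256), glutathione transferase activity 4 of 33 (adjusted p = 0.270) and the interferon-alpha biosynthetic process 1 of 2 (adjusted p = 0.270). At an unadjusted p under 0.05 the Fisher test had 17 terms of Fig. 9A. The rotation test fry, which allows for the correlation between genes, had 0 at that level and 0 past the adjustment, with a smallest unadjusted p of 0.0856. The number past the adjustment was 4 without the hepatocyte genes, and also 4 with CON replicate 3 or CON replicate 5 left out. It was 2 when the library labelled AFB1 replicate 1 was left out, the classical pathway of complement activation with 6 called genes (Fisher exact test, adjusted p = 0.000174) and the extracellular space with 20 (adjusted p = 0.00977). The oxidation-reduction process then held 7 (adjusted p = 0.731), the inflammatory response 4 (adjusted p = 0.227) and the acute-phase response 0. Of all terms, blood microparticle had the smallest p with all libraries, with 23 called genes of 58 (adjusted p = 2.11e-12).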

GO enrichment histograms revealed that the differentially expressed genes in the AFB_1_ group were enriched mainly in the biological process, molecular function and cellular component terms, and the genes related to these terms were enriched mainly in the following biological processes: obsolete oxidation–reduction process, inflammatory response, chemokine-mediated signaling pathway, acute-phase response, positive regulation of reactive oxygen species metabolic process, and positive regulation of interferon-alpha production; in terms of molecular function, the genes were enriched mainly in oxidoreductase activity, glutathione transferase activity, polyamine oxidase activity, toxic substance binding, and interleukin-1 receptor binding; and the cell components were concentrated mainly in the extracellular space and endoplasmic reticulum chaperone complex (Fig. 9A). The AFB_1_ group was compared with the AFB_1__CUR group, the biological processes of the relevant genes were enriched mainly in the obsolete oxidation–reduction process, inflammatory response, glutathione metabolic process, acute-phase response, response to endoplasmic reticulum stress, positive regulation of protein exit from endoplasmic reticulum, positive regulation of interferon-alpha production and positive regulation of noncanonical NF-κB signal transduction; secondly, the molecular functions were concentrated mainly in oxidoreductase activity, glucuronosyltransferase activity, interleukin-1 receptor binding, and toxic substance binding, and benzaldehyde dehydrogenase [NAD(P)^+^] activity; thirdly, the composition of cells was concentrated mainly in the extracellular region (Fig. 9B). 

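Of the genes called between AFB1_CUR and AFB1, 509 carried a GO term, and 79 of the 1920 terms with a called gene passed the adjustment. Among the 21 terms of Fig. 9B, 11 did. The oxidation-reduction process held 43 called genes of 481 (one-sided Fisher exact test, adjusted p = 0.000134), the acute-phase response 5 of 11 (adjusted p = 0.00331) and the inflammatory response 12 of 112 (adjusted p = 0.0432). The glutathione metabolic process held 6 of 31, where 1.24 would come by chance (Fisher exact test, adjusted p = 0.0409), and the regulation of protein exit from the ER 3 of 5 (adjusted p = 0.0295). Glucuronosyltransferase activity held 6 of 13 (Fisher exact test, adjusted p = 0.000735), oxidoreductase activity 10 of 76 (adjusted p = 0.0409) and the extracellular region 27 of 204 (adjusted p = 1.36e-05). Among the terms that did not pass, toxic substance binding held 2 of 3 (Fisher exact test, adjusted p = 0.0799), interleukin-1 receptor binding 2 of 4 (adjusted p = 0.118), benzaldehyde dehydrogenase activity 1 of 1 (adjusted p = 0.173), the response to ER stress 4 of 35 (adjusted p = 0.207) and the regulation of interferon-alpha production 1 of 12 (adjusted p = 0.533). The NIK and NF-κB signaling term held 0 called genes of 8. When AFB1 replicate 1 was left out, 110 called genes carried a GO term and 0 terms of Fig. 9B passed. The oxidation-reduction process then held 2 called genes (Fisher exact test, adjusted p = 0.947), the glutathione metabolic process 2 (adjusted p = 0.136), the inflammatory response 3 (adjusted p = 0.183), and the acute-phase response and glucuronosyltransferase activity 0 each. The count past the adjustment was 7 without AFB1_CUR replicate 2 and 7 without the hepatocyte genes. By the rotation test fry it was 0, with a smallest unadjusted p of 0.142, while 18 terms had an unadjusted p under 0.05 in the Fisher test.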

The results of the KEGG enrichment analysis revealed that the main pathways in the AFB_1_ group were enriched in fat digestion and absorption, calcium signaling, NF-κB signaling, ferroptosis, protein processing in the endoplasmic reticulum, glutathione metabolism, TNF signaling, arginine biosynthesis, biosynthesis of unsaturated fatty acids and apoptosis (Fig. 9C). 

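KEGG pathways were tested in the same way, with the 6464 tested genes that carry a pathway as background, 401 of them called between AFB1 and CON. Of 287 pathways with a called gene, 22 passed the adjustment, among them 4 of the 21 of Fig. 9C. Fat digestion and absorption held 9 called genes of 21, where 1.30 would come by chance (one-sided Fisher exact test, adjusted p = 5.38e-05), and arginine biosynthesis 5 of 16 (adjusted p = 0.0306). The others of Fig. 9C were cytokine-cytokine receptor interaction with 23 of 124 (Fisher exact test, adjusted p = 5.26e-05) and PPAR signaling with 12 of 68 (adjusted p = 0.0142). Ferroptosis held 8 of 50 (Fisher exact test, adjusted p = 0.122), protein processing in the ER 16 of 184, where 11.4 would come by chance (adjusted p = 0.544), biosynthesis of unsaturated fatty acids 3 of 23 (adjusted p = 0.684) and TNF signaling 8 of 88 (adjusted p = 0.690). Glutathione metabolism held 5 of 61 (Fisher exact test, adjusted p = 0.952), calcium signaling 10 of 138 (adjusted p = 0.961), NF-κB signaling 7 of 96 (adjusted p = 0.964) and apoptosis 8 of 135, where 8.37 would come by chance (adjusted p = 1.00). Complement and coagulation cascades had the smallest p of all pathways, with 36 of 63 (Fisher exact test, adjusted p = 2.26e-25), followed by Staphylococcus aureus infection with 22 of 55 (adjusted p = 4.36e-11). With AFB1 replicate 1 left out, 110 called genes carried a pathway and 4 pathways of Fig. 9C passed, a different set. Calcium signaling then held 14 called genes (Fisher exact test, adjusted p = 8.05e-06), B cell receptor signaling 10 (adjusted p = 1.66e-05), Fc gamma receptor-mediated phagocytosis 7 (adjusted p = 0.00499) and NF-κB signaling 6 (adjusted p = 0.0424), while fat digestion and absorption, arginine biosynthesis and ferroptosis held 0 each. Over all GO terms in that setting, immunoglobulin receptor binding had the smallest p, with 6 called genes of 11 (Fisher exact test, adjusted p = 6.80e-06). Among all pathways, the intestinal immune network for IgA production followed calcium signaling, with 9 of 48 (adjusted p = 8.05e-06). Whether immunoglobulin genes also carried the pathways of Fig. 9C was not tested. The number of Fig. 9C pathways past the adjustment was 1 without CON replicate 5. By the rotation test fry 0 passed, with a smallest unadjusted p of 0.107, and the Fisher test had 6 pathways of Fig. 9C at an unadjusted p under 0.05.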

The results of the KEGG enrichment analysis revealed that compared with the AFB_1_ group, the main pathways in the AFB_1__CUR group were enriched in fat digestion and absorption, ferroptosis, glutathione metabolism, TNF signaling pathway, arginine biosynthesis, NF-κB signaling pathway, calcium signaling pathway, unsaturated fatty acid biosynthesis and protein processing in the endoplasmic reticulum (Fig. 9D).

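Between AFB1_CUR and AFB1, 332 called genes carried a pathway, and 22 of 267 pathways passed the adjustment, among them 5 of the 21 of Fig. 9D. Complement and coagulation cascades held 32 called genes of 63 (one-sided Fisher exact test, adjusted p = 7.38e-23), fat digestion and absorption 9 of 21 (adjusted p = 1.27e-05), arginine biosynthesis 6 of 16 (adjusted p = 0.00161), PPAR signaling 12 of 68 (adjusted p = 0.00249) and ferroptosis 10 of 50 (adjusted p = 0.00286). Glutathione metabolism held 6 of 61, where 3.13 would come by chance (Fisher exact test, adjusted p = 0.479), biosynthesis of unsaturated fatty acids 3 of 23 (adjusted p = 0.496) and TNF signaling 6 of 88 (adjusted p = 0.973). Calcium signaling with 7 of 138, NF-κB signaling with 4 of 96 and protein processing in the ER with 7 of 184 held fewer called genes than the 7.09, 4.93 and 9.45 that would come by chance. When AFB1 replicate 1 was left out, 55 called genes carried a pathway and 0 pathways of Fig. 9D passed. Complement and coagulation cascades then held 3 (Fisher exact test, adjusted p = 0.242), glutathione metabolism 2 (adjusted p = 0.558), and fat digestion and absorption, arginine biosynthesis, PPAR signaling and ferroptosis 0 each. By the rotation test fry 0 pathways passed, with a smallest unadjusted p of 0.198, where the Fisher test had 7 at an unadjusted p under 0.05. The paper's discussion names the KEGG enrichment of NF-κB, protein processing in the ER and glutathione metabolism, and states that CUR inhibited NF-κB, improved glutathione metabolism and reduced protein misfolding in the ER, and so protected the kidney. It concludes that the transcriptome gives a theoretical basis for the way CUR regulates the gut-kidney axis.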

**Fig. 9:**
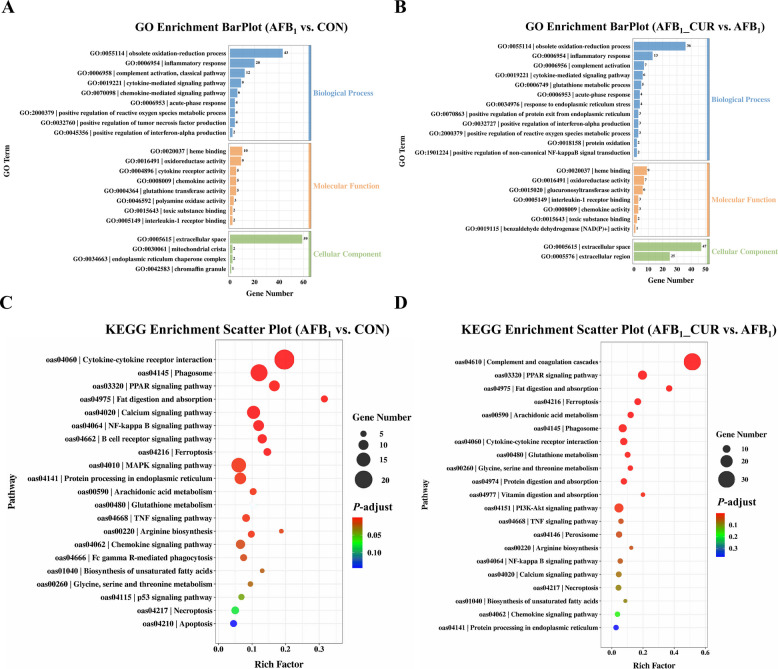
GO and KEGG enrichment analysis (*n* = 5). **A** GO enrichment barplot of CON group and AFB_1_ group (blue refers to biological process, orange refers to molecular function, green refers to cell components). **B** GO enrichment barplot of AFB_1_ and AFB_1__CUR groups. **C** Image of KEGG pathway enrichment factor in CON group and AFB_1_ group. **D** Image of KEGG pathway enrichment factor in AFB_1_ and AFB_1__CUR groups

### CUR decreases AFB_1_-induced apoptosis-related gene expression

AFB_1_ can induce acute stress responses in animals, resulting in apoptosis and a series of stress responses in the kidney, ultimately resulting in kidney injury. In contrast to the CON group, the relative mRNA expression of caspase 3 (*P* < 0.05) was greater in the AFB_1_ group, and the relative expression of *BCL2* (*P* < 0.01) was significantly lower. The relative mRNA expression of caspase 9 and caspase 3 (*P* < 0.05) was lower and that of *BCL2* (*P* < 0.01) was greater in the AFB_1__CUR group (Fig. 10A–D).

**Fig. 10:**
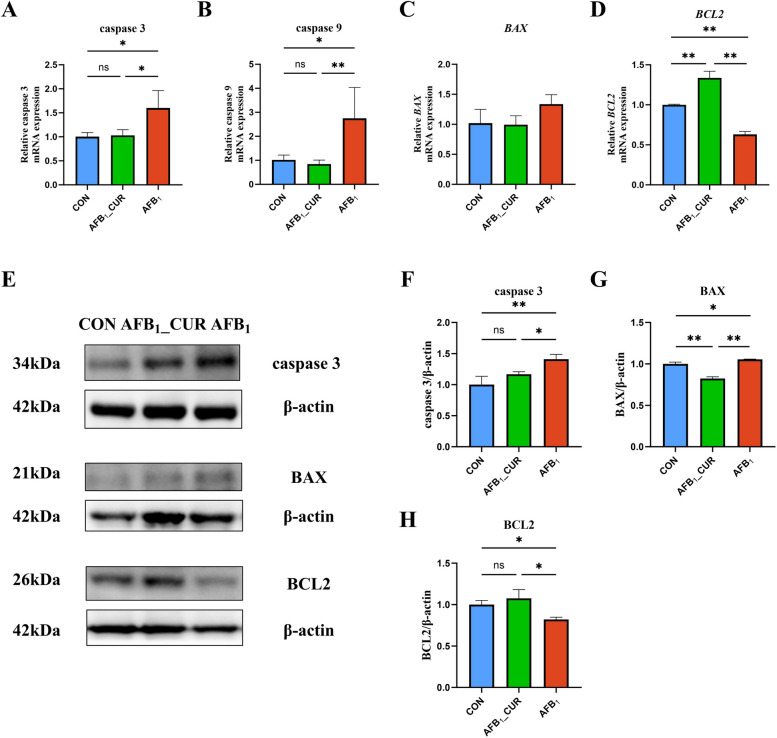
CUR regulates the mRNA (*n* = 6) and protein (*n* = 3) expression of apoptosis-related genes. **A**–**D** Relative mRNA expression of kidney apoptosis-related genes. **E**–**H** Expression of kidney apoptosis-related proteins. All data are presented as mean ± SD. ^*^P < 0.05, ^**^P < 0.01; ns, not significant

Similarly, the protein expression of caspase 3 (*P* < 0.01) and BAX (*P* < 0.05) increased, and the protein expression of BCL2 (*P* < 0.05) decreased in the AFB_1_ group; in the AFB_1__CUR group, caspase 3 (*P* < 0.05) and BAX (*P* < 0.01) exhibited markedly decreased expression, while BCL2 protein expression increased (*P* < 0.05; Fig. 10E–H).

### NRF2 signaling in the kidney was activated by CUR

The relative mRNA expression of *NRF2* (*P* < 0.01) and the downstream genes of *HO-1* (*P* < 0.05) and *NQO1* was inhibited by AFB_1_ treatment, and the relative mRNA expression of *KEAP1* (*P* < 0.05) was increased. In contrast, supplementation with CUR increased the expression of the *NRF2*, *HO-1* and *NQO1* genes, and the relative expression of the *KEAP1* was suppressed (*P* < 0.01 or *P* < 0.05; Fig. 11A–D).

**Fig. 11:**
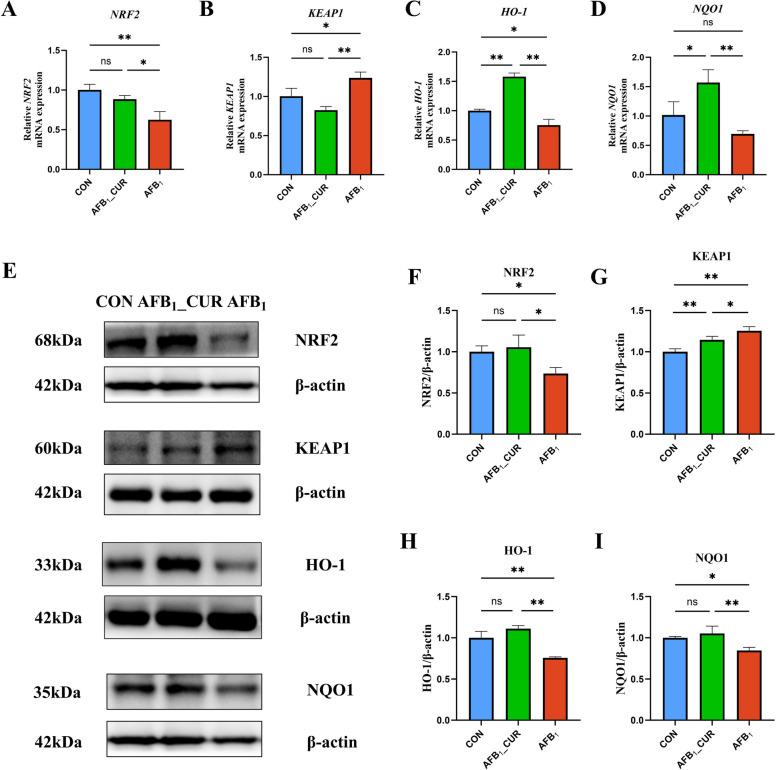
CUR regulates the mRNA (*n* = 6) and protein (*n* = 3) expression of genes related to the NRF2 signaling pathway. **A**–**D** Relative mRNA expression of NRF2 pathway-related genes in the kidney. **E**–**I** Expression of NRF2 pathway-related proteins in the kidney. All data are presented as mean ± SD. ^*^P < 0.05, ^**^P < 0.01; ns, not significant

Compared with that in the CON group, the protein expression of NRF2 (*P* < 0.05) and HO-1 (*P* < 0.01) in the AFB_1_ group was markedly lower, and the protein expression of KEAP1 was markedly greater (*P* < 0.01). However, they significantly increased (*P* < 0.01 or* P* < 0.05), and KEAP1 expression significantly decreased after CUR treatment (*P* < 0.05; Fig. 11E–I).

### ATF6/GRP78 signaling in the kidney was inhibited by CUR

Oxidative stress and ERS interact, and ERS is induced by AFB_1_ and relieved by CUR. The results confirmed that the relative expression of the ERS genes eukaryotic translation initiation factor 2 alpha (*EIF2α*; *P* < 0.01) and DNA damage-inducible transcript 3 (*CHOP*; *P* < 0.05) markedly increased in the AFB_1_ group and that the expression of the other pathway-related genes *ATF6* (*P* < 0.05) and *ATF4* (*P* < 0.05) was activated. Conversely, the expression of *ATF6* and *ATF4* was inhibited by the addition of CUR, and the expression levels of *CHOP* (*P* < 0.05) and *EIF2α* (*P* < 0.05) were significantly lower (Fig. 12A–D).

**Fig. 12:**
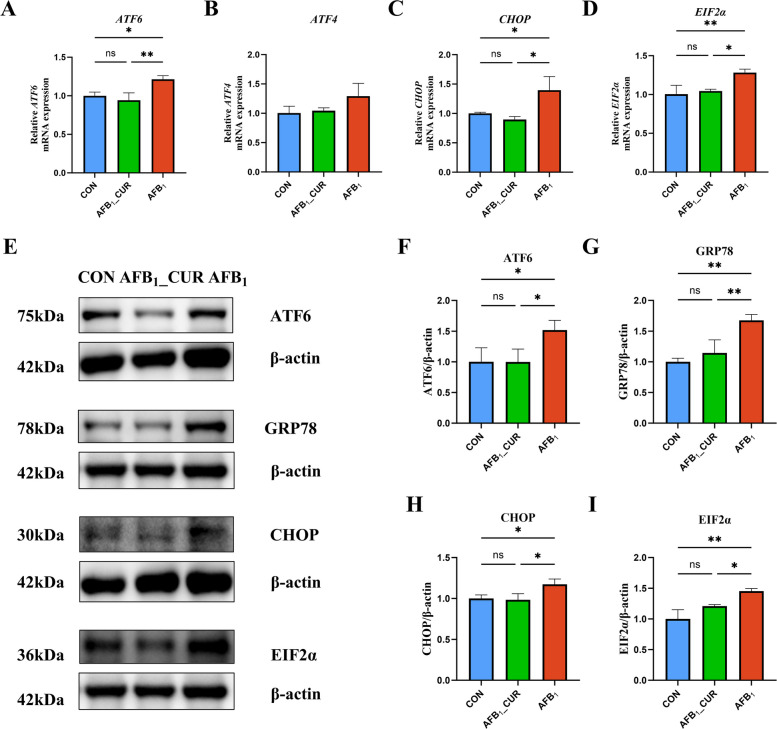
CUR regulates the mRNA (*n* = 6) and protein (*n* = 3) expression of the genes related to the ERS signaling pathway. **A**–**D** Relative mRNA expression of genes related to the ATF6 pathway in renal endoplasmic reticulum stress. *EIF2α*, eukaryotic translation initiation factor 2 alpha ; *CHOP*, DNA damage inducible transcript 3. **E**–**I** Expression of proteins related to ATF6/GRP78 pathway. All data are presented as mean ± SD. ^*^P < 0.05, ^**^P < 0.01; ns, not significant

Like the mRNA expression levels of related pathway genes, the protein expression levels of ATF6 (*P* < 0.05) and GRP78 (*P* < 0.01) were markedly increased by AFB_1_ treatment, and the expression levels of proteins associated with other pathways downstream of CHOP (*P* < 0.05) and EIF2α (*P* < 0.01) were significantly increased. CUR inhibited the expression of the above genes, thereby alleviating the exacerbation of ERS (*P* < 0.01 or *P* < 0.05; Fig. 12E–I).

### NF-κB signaling in the kidney was inhibited by CUR

Compared with those in the CON group, the relative mRNA expression levels of *NF-κB*, *IKκ*, *IL-1β*, *IL-18* and *IL-6* (*P* < 0.05) in the AFB_1_ group significantly increased but markedly decreased after CUR treatment (*P* < 0.01 or *P* < 0.05; Fig. 13A–G). In brief, AFB_1_ has a harmful effect on renal function, but CUR can relieve this situation.

**Fig. 13:**
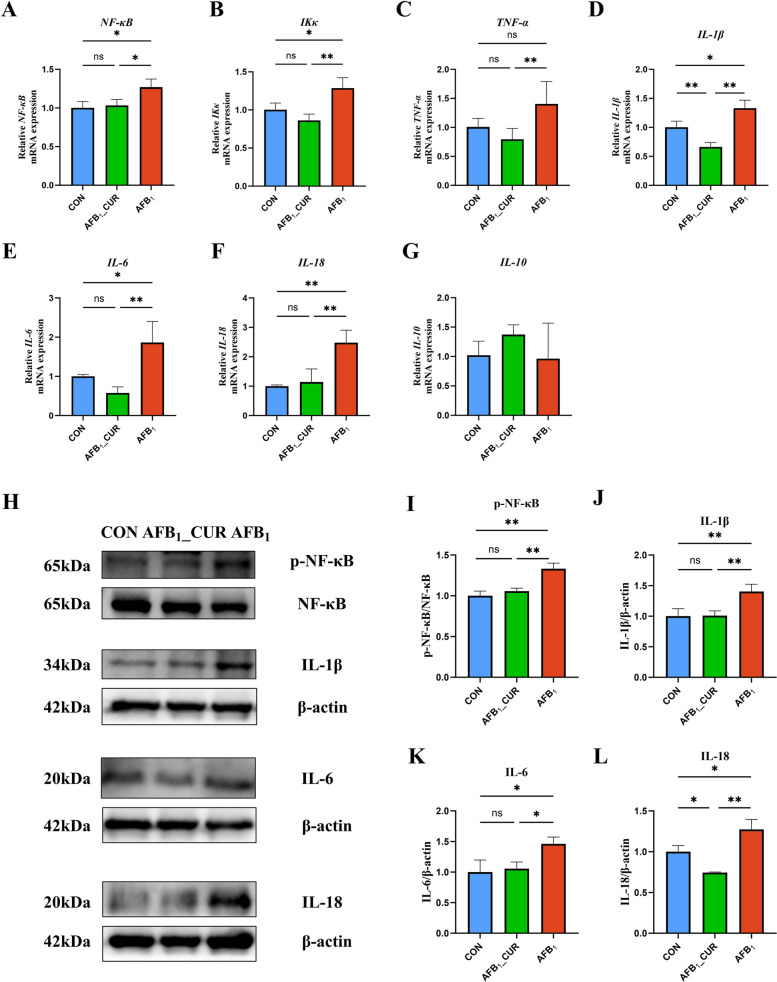
CUR regulates the mRNA (*n* = 6) and protein (*n* = 3) expression of genes related to the jejunal NF-κB signaling pathway. **A**–**G** Relative mRNA expression of NF-κB pathway-related genes in the kidney **H**–**L** The expression of proteins related to the NF-κB pathway in the kidney. All data are presented as mean ± SD. ^*^P < 0.05, ^**^P < 0.01; ns, not significant

In this study, the NF-κB signaling pathway was activated by phosphorylation. The protein expression levels of the proinflammatory factors IL-1β, IL-6 and IL-18 (*P* < 0.01) were increased in the AFB_1_ group. The expression levels of p-NF-κB and inflammatory factors were significantly reduced by CUR (*P* < 0.01 or *P* < 0.05; Fig. 13H–L).

### Correlation analysis between differential flora and serum indicators

According to the correlation coefficient heatmap results, at the phylum level, the abundance of Fibrobacterota was significantly positively correlated with the GSH content (*P* < 0.01) but significantly negatively correlated with the UA content (*P* < 0.01); moreover, the abundance of Proteobacteria was significantly positively correlated with the BUN content (*P* < 0.01), the abundance of Halobacterota was significantly positively correlated with CRE content (*P* < 0.05), and the abundance of Elusimicrobiota was significantly positively correlated with the BUN content and H_2_O_2_ content (*P* < 0.05; Fig. 14A).

**Fig. 14:**
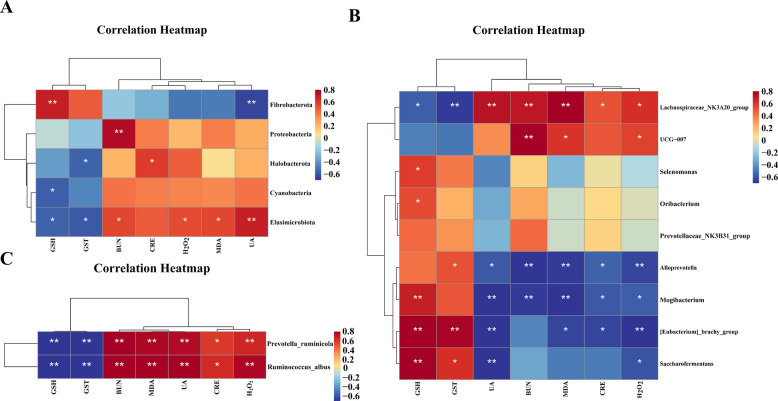
Correlation analysis between differential flora and serum indicators (*n* = 5). **A** Correlation coefficients between phylum-level differences in microorganisms and serum indicators. **B** Correlation coefficients between genus-level differences in microorganisms and serum indicators. **C** Correlation coefficients between species-level differences in microorganisms and serum indicators. ^*^P < 0.05, ^**^P < 0.01

At the genus level, *Lachnospiraceae*_*NK3A20*_*group* was positively correlated with the UA, BUN, CRE and H_2_O_2_ contents (*P* < 0.01 or *P* < 0.05), and *UCG-007* was strongly correlated with the BUN, MDA and H_2_O_2_ contents (*P* < 0.01 or *P* < 0.05). In addition, *Alloprevotella* and [*Eubacterium*]_*ruminantium*_*group* were significantly negatively correlated with H_2_O_2_ (*P* < 0.01) and *Mogibacterium* and *Saccharofermentans* were significantly negatively correlated with H_2_O_2_ content (*P* < 0.05; Fig. 14B).

At the species level, the abundance of *Prevotella* *ruminicola* was strongly correlated with the renal function index (BUN, CRE, and UA; *P* < 0.05) and oxidative stress level (H_2_O_2_ and MDA; *P* < 0.01) and was negatively correlated with reduced GSH content and GST activity (*P* < 0.01), and the abundance of *Ruminococcus* *albus* had the same trend as that of *Prevotella* *ruminicola* (*P* < 0.01; Fig. 14C).

## Discussion

The aim of the present study was to elucidate the underlying mechanism through which CUR alleviates AFB_1_-induced damage to the gut-kidney axis in sheep. As a natural herbal extract with a high safety profile, CUR has multiple biological activities, including antioxidation [23], anti-inflammatory [28], antiaging [29], and anti-tumor effects [30]. Previous studies on CUR have focused primarily on its applications in poultry [4, 23, 25] and rodents [20, 31, 32]. In contrast, research on the application of CUR in ruminants remains limited, with few investigations into its regulatory effects on the health of the gut-kidney axis [29]. The present study addressed this knowledge gap and demonstrated that CUR alleviates AFB_1_-induced damage to the gut-kidney axis in sheep through multiple pathways: it inhibits the activity of the ATF6/GRP78 signaling pathway and the NF-κB signaling pathway, upregulates NRF2/KEAP1 signaling pathway, activates the antioxidant system, and reduces AFB_1_-induced injury to the intestines and kidneys of sheep. Consequently, CUR optimizes the structure and function of the intestinal microbiota and safeguards the normal function of the systemic immune system (Fig. 15).

**Fig. 15:**
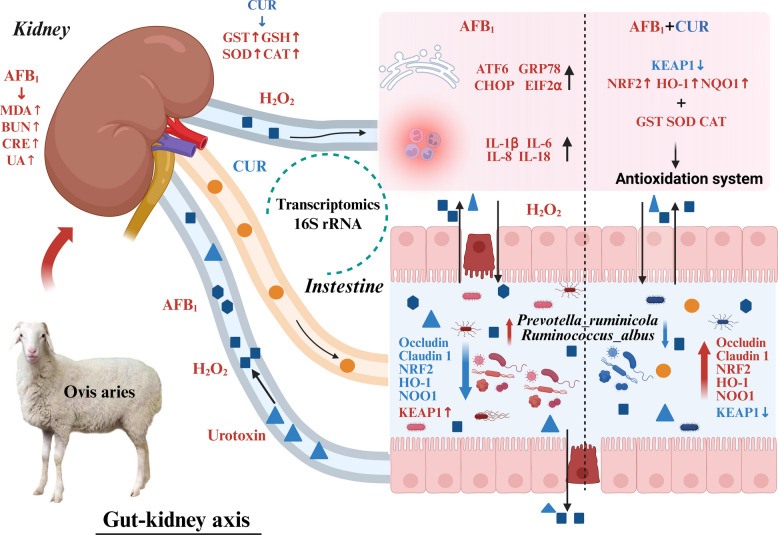
The mechanism of CUR alleviates AFB_1_-exposed sheep’s intestine and kidney injuries via gut-kidney axis. Toxic substances were the key regulating factor in gut-kidney axis. The *Prevotella* *ruminicola* and *Ruminococcus* *albus abundance* were increased by AFB_1_, excessive toxic substances were accumulated and got into intestine and kidney via gut-kidney axis. The ATF6/GRP78 and IL-1β/NF-κB signaling pathways were activated by the double effect of AFB_1_ and H_2_O_2_. However, the NRF2/KEAP1 pathway and antioxidation system were upregulated by CUR which reversing the above trend, gut bacteria were reshaped and toxic substances were decreased in sheep’s gut-kidney axis

This study verified the positive regulatory effect of CUR on the gut-kidney axis by restoring intestinal microbiota balance, reducing the relative abundance of harmful bacteria and the level of toxic metabolites, enhancing intestinal barrier function, reducing the accumulation of H_2_O_2_ in the intestine and kidney, and promoting the renal metabolic capacity to eliminate waste [33]. The content of H_2_O_2_ decreased as a result of increased activity of antioxidant enzymes, activation of the NRF2 signaling pathway, and the activity of the NF-κB pathway was inhibited by CUR [28, 34]. Activation of the NRF2 signaling pathway and inhibition of the NF-κB signaling pathway align with the results obtained by Jin et al. [25]. Similarly, some harmful anaerobic bacteria lack catalase, resulting in the excessive production of H_2_O_2_. The intestinal integrity is protected by reducing the relative abundance of harmful bacteria and degrading H_2_O_2_ [35, 36]. Because of the presence of H_2_O_2_, the specific mechanism through which CUR mitigates kidney injury involves the NF-κB signaling pathway, calcium signaling pathway, and protein processing in the endoplasmic reticulum. Therefore, the goal of this study was to investigate H_2_O_2_ reduction by CUR, which alleviates oxidative stress, ERS and inflammation, thus reducing apoptosis in the intestine and kidney of sheep via the gut-kidney axis.

The relative height of intestinal villi can reflect the growth of animals, the depth of crypts can reflect the activity and function of stem cells, and intestinal stem cells can respond to stress damage. AFB_1_ reduced the relative villus height and crypt depth of the intestine in sheep, whereas CUR alleviated the effects of AFB_1_ and increased occludin and claudin 1 expression to maintain the balance of gut microorganisms in sheep, thereby improving the function of the intestinal barrier. These findings are consistent with the conclusions of Zhang et al. [37], who reported that CUR alleviates AFB_1_-induced intestinal injury in broilers. The kidney is the second target organ through which AFB_1_ affects the excretion of toxic substances from the body. CUR nanoparticles significantly reduced the serum levels of CRE, UA and BUN and improved the pathological damage to tubules and glomeruli, which affected the filtration function of the glomerulus. These findings are consistent with those of previous studies in which the contents of CRE and BUN were decreased by CUR [38]. HE is recognized as an important phenotypic feature for evaluating injury extent in sheep. Compared with those in the CON group, the villus height and crypt depth in the intestine were lower in the AFB_1_ group but were markedly greater after CUR treatment. H_2_O_2_ can induce oxidative stress, and the effects of oxidative stress on mitochondrial function have been explored [39]. Superoxide anion (O^2−^) scavenging activity is formed by the release of electrons with NADH, which is converted to H_2_O_2_ in the mitochondria, leading to a increase at the level of ROS and resulting in mitochondrial dysfunction [40]. Sheep’s levels of GSH, GST, CAT and SOD were increased by CUR, which could prevent O^2−^ development of H_2_O_2_ and decrease the H_2_O_2_ and MDA contents, thus protecting the body from H_2_O_2_ damage and playing important roles in the biological antioxidant system. The increase in the activity of antioxidant enzymes in this study was consistent with the findings of Wang et al. [11]. The damage to the intestine and kidney of the sheep was mitigated by CUR, which enhanced gut barrier function and antioxidant activity to lower the contents of H_2_O_2_, MDA and renal toxic substances in the sheep’s intestine and kidney.

The intestinal microbiota is important for regulating the intestinal microenvironment, but the intestinal flora of ruminants is more complex and important. Disorders of the gut microbiota can induce a variety of inflammatory conditions, such as inflammatory enteritis, diabetes, arthritis, and neurological diseases [30]. The microbial balance was positively regulated via reduction of the harmful abundance of Proteobacteria, *Prevotella* *ruminicola* and *Ruminococcus* *albus* in response to CUR. The reduction in the abundance of Proteobacteria and *Desulfovibrio* is consistent with the findings of previous studies [41]. However, the abundance of *Prevotella*_*NK3B311*_*groups* significantly increased by AFB_1_ exposed. The reason may be that beneficial bacteria such as *Oribacterium*, *Saccharofermentans*, and *Selenomonas* can produce short-chain fatty acids, providing energy and nutrients to *Prevotella*_*NK3B311*_*groups*, AFB_1_ inhibits the growth of these beneficial bacteria, while harmful bacteria such as *Proteobacteria* proliferate excessively, leading to a loss of synergistic effects, increased competitive pressure, and a loss of advantage in occupying ecological niches, thus inhibiting their growth. Linear discriminant analysis effect size analysis based on the LDA effect enables the screening of potential biomarkers. In our study, Chr*istensenellaceae*_*R7*_*group*, *UCG*‒*005*, and *Methanobrevibacter* were found to be related to metabolism, indicating that CUR is converted into the active substance dihydrocurcumin to reduce the toxicity of AFB_1_ in the gut microbiota [42]. Biomarkers can illustrate the involvement of microorganisms in metabolic processes, whereas functional prediction refers to the ability of CUR to enhance microbial regulatory functional genes and signaling pathways [32]. On the basis of the results of the Tax4Fun function prediction analysis, the knockout genes are enriched mainly in pyruvate-ferredoxin/flavonoid toxin oxidoreductase, antitoxin, ferrous transporter, β-galactosidase, Ca^2+^ transporter ATPase, and glutamine synthase; therefore, CUR alleviates the damage caused by AFB_1_ to the intestine and may play a role through the above genes; therefore, the following verification tests focused mainly on oxidation and reduction reactions and oxidoreductase and NF-κB signaling pathways. Consequently, the functional prediction is the same as the increase in serum antioxidant enzyme activity in the CUR group; thus, CUR possibly alleviate the toxicity of AFB_1_ through the biological antioxidant system and reduce the amount of ROS generated by anaerobic bacteria.

The metabolites of the gut microbiota are closely connected with the host immunometabolism system and regulate physiological metabolic processes through different microorganisms and different chemicals via the host–microbial immunometabolism axis, thus having important effects on animal health and disease occurrence [43]. H_2_O_2_ production is not unique to eukaryotic host cells, and many microorganisms can also produce H_2_O_2_ [44]. *Prevotella* *ruminicola* and *Ruminococcus* *albus* may survive in an anaerobic environment and are positively connected with toxic substances such as H_2_O_2_, BUN, CRE and UA, indicating that CUR decreases H_2_O_2_ content by suppressing the improvement of deleterious anaerobic bacteria. H_2_O_2_ is among the main forms of ROS, and excess H_2_O_2_ can destroy cellular DNA, lipids and proteins, causing severe cell damage and systemic inflammation under stress [45]. Erttmann et al. [33] used a H_2_O_2_-induced colitis model and reported that inflammatory factors (such as TNF-α and IL-6) produced in the colon can enter the circulation and induce inflammation, endothelial dysfunction, and microvascular damage in distant organs such as the kidney. Uric acid crystals can activate inflammation and promote NADPH oxidase to produce H_2_O_2_, thereby inducing oxidative stress and inflammatory responses, resulting in damage to the animal body [46, 47]. In this study, compared with those in the AFB_1_ group, the serum BUN and UA levels in the CUR group were significantly lower, and the abundance of *Elusimicrobiota* in the AFB_1_ group was significantly greater. CUR inhibits the growth of *Elusimicrobiota* by promoting the proliferation of beneficial bacteria, thereby reducing hydrogen production by *Elusimicrobiota*. Consequently, the timely generation of H_2_O_2_ is impaired, which alleviates H_2_O_2_-mediated oxidative stress and the activation of ERS. If excessive UA cannot be excreted through the intestine, UA deposition aggravates kidney function damage; moreover, disturbance of the intestinal microflora causes inflammatory damage to the intestine. However, Fibrobacterota was significantly positively correlated with the GSH content, and CUR improved glutathione metabolism, thereby enhancing the ability of sheep to resist AFB_1_ toxicity. The high abundance of *Oscillospira* is in agreement with the research outcomes of Sun et al. [41, 48]. In conclusion, CUR inhibited oxidative stress in the intestine as well as kidney injury through the gut-kidney axis, thereby alleviating crosstalk damage to the intestine and kidney.

Through the changes in the above indices, the specific mechanism of CUR was further analyzed in combination with the transcriptome. Transcriptome analysis explored CUR targets and enriched pathways to verify the underlying molecular mechanism, providing theoretical support for the application of CUR. Disruption of redox reactions leads to the generation of oxidative stress, with a large accumulation of ROS triggering inflammation [49]. In this study, the genes related to redox reactions, oxidase activity, ERS and inflammation in the CUR group. The correlation analysis of oxidative stress, ERS and inflammation revealed that *NRF2* was significantly positively correlated with *IL-18* and* RELA* and *ATF6* was strongly connected with *EIF2A* and *ATF4*. Similarly, these genes were related to the Ca^2+^, NRF2, ATF6 and NF-κB signaling pathways. Ca^2+^ is generated by oxidative stress through ROS-sensitive Ca^2+^ channels and upregulated ROS to induce inflammation and apoptosis [50]. Similarly, Ca^2+^ worsened ERS at the level of internal flow, and ERS induced oxidative stress inversely, amplifying inflammation, which in turn led to apoptosis [51]. In the study, KEGG analysis revealed enrichment of NF-κB, protein processing in the endoplasmic reticulum and glutathione metabolism. CUR inhibited the activation of NF-κB, improved glutathione metabolism, promoted the normal operation of redox reactions, and reduced the misfolding of proteins in the endoplasmic reticulum, thus exerting a protective effect on the kidney. This observation aligns with the results reported by Abah et al. [52] and Chen et al. [53] showing that CUR can exert targeted regulation of ERS via PTEN and IRE1 signaling pathways. Therefore, the results of the transcriptome analysis provide a theoretical basis for the mechanism through which CUR regulates the gut-kidney axis.

The mechanism underlying intestinal and kidney injuries was confirmed to involve the inhibition of ATF6/GRP78 and IL-1β/NF-κB signaling pathways and the activation of NRF2/KEAP1 signaling pathway by CUR via the gut-kidney axis. Oxidative stress is an important upstream trigger of ERS, which further activates inflammation through NF-κB signaling. In this study, NRF2 is a key regulator for antioxidant enzyme system, and the NRF2 pathway was inhibited by the production of H_2_O_2_. CUR dissociates NRF2 from KEAP1, thereby activating downstream genes *HO-1* and *NQO1*, and subsequently enhancing antioxidant enzyme activity. The biological antioxidant system acts as a protective barrier against oxidative stress and is activated by CUR to upregulate the activity of GST, SOD and CAT to reduce the H_2_O_2_ and MDA contents. GST is part of the detoxification system and catalyzes the conjugation of metabolic products with the thiol group of GSH to form hydrophilic substances, which are then easily excreted from the body [22, 54]. SOD catalyzes the conversion of O^2−^ to H_2_O_2_ and O_2_, while CAT catalyzes the conversion of H_2_O_2_ into water and O_2_; these enzymes are able to reduce H_2_O_2_ content together, thereby protecting cells from oxidative damage [55]. Similarly, the ERS pathway is at the core of the ROS-UPR-inflammatory factor mechanism, indicating that it reversely induces oxidative stress, which further amplifies inflammation and apoptosis, ultimately forming a closed-loop cycle [56, 57]. The UPR signaling pathway perceives and regulates protein folding capacity to restore endoplasmic reticulum homeostasis [53], and ATF6/GRP78 is one of the key components in the UPR pathway. ATF6/GRP78 is activated by ROS [58], which are divided into GRP78, inducing ERS and the relaxation of inflammatory factors (IL-1β, IL-6 and TNF-α) [59] following NF-κB activation and apoptosis. In the study, the expression of CHOP was upregulated by ATF6, which promoted the expression of BAX and caspase 3. CUR alleviated the harmful effects of the gut-kidney axis and activated NRF2 signaling and downstream genes, thereby promoting the protective effect of the antioxidant system and inhibiting the expression of NF-κB, ATF6, GRP78, CHOP and EIF2α in sheep. On the one hand, the integrity of the intestinal barrier improved, and the balance of the gut microbiome was restored by CUR treatment, restoring the redox electron balance in sheep, inhibiting the activity of the ATF6/GRP78 and NF-κB signaling pathways to mitigate to the intestine and kidney injuries, and enhancing the protective effect of the antioxidant system on the gut-kidney axis. On the other hand, the homeostasis of arginine biosynthesis relies on the gut-kidney axis coordination. The gut synthesizes citrulline through the glutamic acid pathway, which is then converted into arginine by the kidney [60] and transported to other tissues via blood circulation, maintaining animal health. Therefore, CUR restores the homeostasis of arginine biosynthesis, providing energy repair for inflammatory damage in the gut-kidney axis.

## Conclusions

CUR can alleviate AFB_1_-induced intestinal and kidney injuries by improving intestinal barrier function, inhibiting the activity of the ATF6/GRP78 and IL-1β/NF-κB signaling pathways, reducing apoptosis and inflammatory damage, and regulating the intestinal microbiota via the gut-kidney axis. The protective effect of CUR on the intestines and kidneys is associated with decreased levels of *Prevotella* *ruminicola*, *Ruminococcus* *albus* and toxic substances, as well as the activation of the NRF2/KEAP1 pathway to regulate the antioxidant system.

## Supplementary Information

Additional file 1: Table S1 Composition and nutritional levels of the basal diet for sheep. Table S2 Primer sequences for gene amplification. Table S3 Primary antibodies information.

Additional file 2. The Western blot images.

## Data Availability

The 16S rRNA sequencing and transcriptomics datasets have been deposited in the NCBI SRA database (PRJNA1332410) and NCBI GEO database (GSE309094), respectively.

## Abbreviations

AFB_1_: Aflatoxin B_1_
CUR: Curcumin
ERS: Endoplasmic reticulum stress
ROS: Reactive oxygen species
UPR: Unfolded protein response
ATF6: Activating transcription factor 6
GRP78: Glucose-regulated protein, 78 kDa
NF-κB: Nuclear factor of kappa light polypeptide gene enhancer in B cells
IL-1β: Interleukin 1 beta
BCL2: BCL2 apoptosis regulator
PI3K: Phosphatidyqinositol‐3 kinase
MAPK: Mitogen-activated protein kinase
Erk: Extracellular regulated protein kinases
TLR4: Toll like receptor 4
DM: Dry matter
TMR: Total mixed ration
GSH: Glutathione
GST: Glutathione S-transferase activity
CAT: Catalase
SOD: Superoxide dismutase
BUN: Urea nitrogen
CRE: Creatinine
UA: Uric acid
VCR: Villi crypt rate
KEGG: Kyoto Encyclopedia of Genes and Genomes
ZO-1: Tight junction protein 1
Cytc: Cytochrome C
BAX: BCL2 associated X
NRF2: Nuclear factor erythroid 2-related factor 2
KEAP1: Kelch like ECH associated protein 1
HO-1: Heme oxygenase 1
NQO1: NAD(P)H quinone dehydrogenase 1
SOD1: Superoxide dismutase 1
SOD2: Superoxide dismutase 2
IL-18: Interleukin 18
IL-6: Interleukin 6
IKκ: Inhibitor of nuclear factor kappa B kinase
TNF-α: Tumor necrosis factor α
GSTA1: Glutathione S-transferase alpha 1
PRDX1: Peroxiredoxin 1
EIF2AK2: Eukaryotic translation initiation factor 2 alpha kinase 2
ATF4: Activating transcription factor 4
RELA: RELA proto-oncogene
CXCL9: C-X-C motif chemokine ligand 9
IL6R: Interleukin 6 receptor
CASP9: Caspase 9
EIF2α: Eukaryotic translation initiation factor 2 alpha
CHOP: DNA damage inducible transcript 3
O^2-^: Superoxide anion
LDA: Linear discriminant analysis

# Supplementary material for: Curcumin mitigated aflatoxin B1-induced endoplasmic reticulum stress and gut-kidney axis damage in sheep by regulating the ATF6/GRP78 and IL-1β/NF-κB signaling pathways
**Source:** J Anim Sci Biotechnol. 2026 Apr 21;17:74. doi: 10.1186/s40104-026-01382-2
**Supplement:** Supplementary file 1 — Additional file 1: Table S1 Composition and nutritional levels of the basal diet for sheep. Table S2 Primer sequences for gene amplification. Table S3 Primary antibodies information.

**Table S1** Composition and nutritional levels of the basal diet for sheep (DM basis, %)

| **Ingredients** | **Content%** | **Nutrient levels** | **Content** |
| --- | --- | --- | --- |
| Corn | 22.93 | DM^2^ (%) | 89.65 |
| Soybean meal | 18.50 | ME (MJ/kg) | 8.49 |
| Cottonseed meal | 5.00 | CP (%) | 17.40 |
| Wheat bran | 3.00 | DP (%) | 2.85 |
| Corn DDGS | 6.32 | Ca (%) | 0.57 |
| Corn germ meal | 5.00 | TP (%) | 0.39 |
| Soybean oil | 0.70 | EE (%) | 3.47 |
| Limestone | 0.90 | Ash (%) | 5.90 |
| Premix^1^ | 1.00 | NDF (%) | 29.93 |
| NaCl | 1.00 | CF (%) | 12.87 |
| Soybean hulls | 3.00 | ADF (%) | 15.00 |
| Beet molasses | 2.10 | NFE (%) | 44.88 |
| NaHCO₃ | 0.35 |  |  |
| Na₂SO₄ | 0.20 |  |  |
| Chinese leymus | 30.00 |  |  |
|  | 100.00 |  |  |

^1^Each kg of the premix diet provided the following component: Cu: 12 mg; Fe: 90 mg; Mn: 45 mg; Zn: 43 mg; Se: 0.2 mg; I: 0.7 mg; Co: 0.2 mg; VA: 8000 IU; VD: 2000 IU; VE: 80 IU.

^2^The value of NDF, ADF and CP are actual measurement, other contents are calculated value.

This nutritional information table refers to the experimental designs of other members of the research team.

**Table S2** Primer sequences for gene amplification

| **Gene name^a^** | | **NCBI ID** | **Sequence of primer (5'→3')** | **Product size, bp** | | | **Tm^b^,℃** |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| *β-actin* | NM_001009784.3 | | F: AGATCAAGATCATCGCGCCC  R: ACTCCTGCTTGCTGATCCAC | | 108 | 54.7  53.7 | |  |
| *ZO-1* | XM_042235170.2 | | F: CAAGAGGAGGCTGTGGGTAA  R: TCTTGCTCCTGTGCAGTCTC | | 116 | 58.7  59.1 | |  |
| *occludin* | XM_015101255.4 | | F: AGGACGACTGGATCAGGGAA  R: CTGCAGGCCAGTGTCAAAAC | | 86 | 58.0  58.4 | |  |
| *claudin 1* | NM_001185016.1 | | F: GACGACGAGGCACAGAAGAT  R: TACCATGCTGTGGCAACCAA | | 92 | 57.6  58.6 | |  |
| *Cytc* | XM_004014896.5 | | F: TGCTGCCAAGAATGTCGTCT  R: TTGCCTCGCCATTTGAAAGC | | 135 | 59.2  60.1 | |  |
| *caspase 3* | XM_060406953.1 | | F: AGCAAATCAGTGGACTCCGG  R: GCTCGTGAAGGTTTCCCTGA | | 171 | 58.2  58.4 | |  |
| *caspase 9* | XM_060396596.1 | | F: TCCTGGAGGGATCCCAAGAG  R: GAAGGTCCTCACAGTGAGCC | | 85 | 58.8  58.9 | |  |
| *BAX* | XM_027978592.3 | | F: CATGGGCTGGACATTGGACT  R: AAAGTAGGAGAGGAGGCCGT | | 88 | 60.3  59.8 | |  |
| *BCL2* | XM_012103831.5 | | F: CTGGATCCAGGACAACGGAG  R: CAGACTGAGCAGTGCCTTCA | | 109 | 58.9  59.3 | |  |
| *NRF2* | XM_015093345.4 | | F: TGATGGACTTGGAGCTGCCC  R: AGCTCATGCTCCTTCTGTCG | | 142 | 60.6  57.4 | |  |
| *KEAP1* | XM_027969637.3 | | F: AGAGAAACGAGTGGCGGATG  R: CCCCCGCAGCATAGATACAG | | 93 | 57.6  58.3 | |  |
| *HO-1* | XM_027967703.3 | | F: GCTACCTGGGCGACCTGTC  R: GCTGGCGATATTGGGGAAAGTG | | 116 | 61.8  59.1 | |  |
| *NQO1* | XM_004015102.6 | | F: AGGATGGAAGAAACGCCTGG  R: GCTCATCCTGCACCTCCTTT | | 122 | 56.1  55.9 | |  |
| *SOD2* | NM_001280703.1 | | F: GGCCTACGTGAACAACCTCA  R: ACTTTAACGCAGGCTGCAGA | | 101 | 58.5  59.6 | |  |
| *NF-κB* | XM_012179609.5 | | F: TTTCAACCGGAGATGCCACT  R: GGCCTTCACACACATAACGG | | 100 | 60.5  60.9 | |  |
| *IKκ* | XM_042241396.2 | | F: TGGTCCTTATGAGGCCGGTA  R: GAGTCCCTGAGAGATGGGGT | | 143 | 58.6  60.1 | |  |
| *TNF-α* | NM_001024860.1 | | F: ACGAACCCATCTACCAGGGA  R: AGACTCGGCATAGTCCAGGT | | 98 | 61.2  58.2 | |  |
| *IL-1β* | NM_001009465.2 | | F: ACAGATGAAGAGCTGCACCC  R: AGACATGTTCGTAGGCACGG | | 161 | 56.9  57.7 | |  |
| *IL-6* | NM_001009392.1 | | F: TTCACAAGCGCCTTCAGTCC  R: GGGGTAGGGAAAGCAGAAGTC | | 74 | 61.3  62.1 | |  |
| *IL-18* | XM_012095263.4 | | F: AAATGGCGACCTGGAATCAGA  R: ACCTCTAGTGAGGCTGTCCTT | | 199 | 56.4  57.5 | |  |
| *IL-10* | NM_001009327.1 | | F: GTCATCGTTTTCTGCCCTGC  R: CCCCTCTCTTGGAGCATATTGA | | 82 | 59.8  60.2 | |  |
| *ATF6* | XM_042256929.1 | | F: TAAAGGTCAGACCGTGGTGC  R: GCAACAGCAAGGACTGGTTG | | 93 | 56.5  58.1 | |  |
| *ATF4* | | NM_001142518.1 | | F: AGGAGGATGCCCACTCAGAT  R: TCTCCAGGAGGGTCGTAAGG | | 172 | 58.3  59.6 | |
| *CHOP* | | XM_060412903.1 | | F: AGTGGCACAGCTAGCTGAAG  R: GGTCAATTAGAGCTCGGCGA | | 95 | 57.1  57.1 | |
| *EIF2α* | | XM_027959332.3 | | F: CAGACGCTGCACTACATTGC  R: CACAGGATCGCACTTCAGGT | | 168 | 56.3  56.8 | |

^a^*β-actin*, actin beta; *ZO-1*, tight junction protein 1; *Cytc*, cytochrome C; *BAX*, BCL2 Associated X; *BCL2*, BCL2 apoptosis regulator; *NRF2*, nuclear factor erythroid 2-related factor 2; *KEAP1*, kelch like ECH associated protein 1; *HO-1*, heme oxygenase 1; *NQO1*, NAD(P)H quinone dehydrogenase 1; *SOD1*, superoxide dismutase 1; *SOD2*, superoxide dismutase 2; *NF-κB*, nuclear factor of kappa light polypeptide gene enhancer in B cells; *Ikκ*, inhibitor of nuclear factor kappa B kinase subunit beta; *TNF-α*, tumor Necrosis Factor α; *IL-1β*, interleukin 1 beta; *IL-6*, interleukin 6; *IL-18*, interleukin 18; *IL-10*, interleukin 10; *ATF6*, activating transcription factor 6; *ATF4*, activating transcription factor 4; *CHOP*, DNA damage inducible transcript 3; *EIF2α*, eukaryotic translation initiation factor 2 alpha kinase 3.

^b^Tm, melting temperature.

**Table S3** Primary antibodies information

| **Antibody name** | **Factory** | **Item number** | **Dilution ratio** |  |
| --- | --- | --- | --- | --- |
| β-actin | Proteintech | 81115-1-RR | 1:25000 |  |
| occludin | Proteintech | 13409-1-AP | 1:1000 |  |
| claudin 1 | Proteintech | 13050-1-AP | 1:5000 |  |
| BAX | Proteintech | 50599-2-Ig | 1:5000 |  |
| BCL2 | Bioss | bsm-61074R | 1:2000 |  |
| caspase 3 | Proteintech | 19677-1-AP | 1:1000 |  |
| NRF2 | Proteintech | 16396-1-AP | 1:5000 |  |
| KEAP1 | CST | #8047 | 1:1000 |  |
| HO-1 | Proteintech | 10701-1-AP | 1:5000 | |
| NQO1 | Proteintech | 11451-1-AP | 1:5000 | |
| NF-κB | Bioworld | BS9879M | 1:1000 | |
| p-NF-κB | Affinity | AF2006 | 1:1000 | |
| IL-18 | Proteintech | 27095-1-AP | 1:10000 | |
| IL-1β | Proteintech | 16806-1-AP | 1:5000 | |
| IL-6 | Proteintech | 21865-1-AP | 1:1000 | |
| ATF6 | Proteintech | 24169-1-AP | 1:5000 | |
| GRP78 | Proteintech | 11587-1-AP | 1:6000 | |
| CHOP | Proteintech | bs-1219R | 1:2000 | |
| EIF2α | Proteintech | bs-3613R | 1:1000 | |

How the deposited data were processed for this re-analysis (not part of the article)

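The RNA-seq libraries of 15 sheep that the paper describes as kidney were analysed, with 5 in each of the CON, AFB1 and AFB1_CUR groups. The libraries were assigned to groups and replicate numbers by their titles. The serum, microbiota, RT-qPCR, Western blot and protein network data of the paper were not analysed here.

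According to the paper, the authors removed reads with adapters, reads with many unknown bases and low-quality reads, and aligned the rest to the sheep genome with HISAT2. The authors deposited raw read counts per gene and library, without normalization between libraries. The authors also deposited FPKM values, which are scaled by gene length and library total. The tool that counted the reads and the genome build are not given in the sources used here. Of 25592 genes, 24947 matched the gene table of the assembly ARS-UI_Ramb_v3.0 by symbol, and 24831 of these had the same start and end, so the coordinates printed are those of the file. CYCS was not found under that symbol and was not analysed here. A gene that the paper names is not reported here.

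Total counts per library lay between 50255295 and 68747047. AFB1 replicate 1 had 10791 genes at an FPKM of at least 1 and a TMM factor of 0.71, against 12050 to 13693 genes and factors of 0.91 to 1.20 in the other libraries. At these depths a count of 0 allows up to 3 counts, and the spread between animals, not the counting error, limited the comparisons.

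Genes with an FPKM of at least 1 in at least 5 libraries were tested, 13193 in all. The design set beforehand assumed FPKM values and limma, and named edgeR as the test should the file hold raw counts, which it does. The counts were therefore fitted with edgeR 4.0.16 (TMM normalization, quasi-likelihood test) in R 4.3.3, with all 15 libraries in the model and no covariate. A gene was called at an unadjusted p under 0.05 and a fold change above 1.5; Benjamini-Hochberg adjusted values were computed over the tested genes. The standard error of a log2 fold change was taken as its size divided by the square root of the quasi-likelihood F statistic. On simulated counts with the spread of the 15 libraries, 194 of 200 genes changed 4-fold between AFB1 and CON were recovered at these thresholds and 165 after adjustment, and 2.92% of unchanged genes were called. The simulated genes varied independently, and no simulated library was set apart. Splits of the real AFB1 and CON libraries gave a median of 561 called genes, against 380 unchanged genes called in the simulation. The simulated rates therefore need not hold for these libraries.

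Distances between group means of log2(FPKM + 1) were tested over all 126 splits of the 10 libraries, one-sided for a larger distance. The share of called genes at which AFB1_CUR lay nearer to CON was set beside 1000 simulated groups unchanged from AFB1 and 1000 unchanged from CON, and beside other splits of the AFB1 and AFB1_CUR libraries. Correlations over libraries used 100000 permutations and were two-sided. GO and KEGG terms came from the annotation in the deposited file; the called genes of a comparison, higher and lower together, were tested against all tested genes with an annotation of that kind by a one-sided Fisher exact test. In a trial on random gene lists, 2 of 20 lists had a term past the adjustment.

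The genes named in the text are those the paper names for the kidney in its text, Fig. 8D, Fig. 8E and the RT-qPCR and Western blot panels; the 5 genes with the largest increase and the 5 with the largest decrease in each comparison among called genes whose groups do not overlap, of which the text gives the leading ones; and the genes of the marker lists. The marker lists were written from general knowledge after the paper's figures were seen and before the data were examined, as were the thresholds, the tests and most of the alternatives. They cover hepatocytes (20 genes, 8 of them at a median FPKM of at least 1 in the 14 libraries other than AFB1 replicate 1), proximal tubule (9 genes in the file, 9 at that level), loop and collecting duct (9 and 8), leukocytes (10 and 8), adipocytes (7 and 4), adrenal gland (7 and 1), enterocytes (4 and 1) and red blood cells (2 and 1). Lists for endothelium (9 genes) and podocytes (7 genes) were added after the data were seen.

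The alternatives were limma 3.58.1 on log2(FPKM + 1) and on log2(FPKM + 0.1), no filter on low values, only the libraries of the compared groups, the replicate number as a block, median-of-ratios scaling, limma's sample quality weights, adjusted p values, the ratio of group mean FPKM as the fold change, DESeq2 1.42.0 on the counts, and each library left out in turn. For correlations they were FPKM without a log, Spearman's rho and the removal of group means; for enrichment, the rotation test fry, calls from the fit with quality weights and calls without the hepatocyte list. DESeq2 without its Cook's distance filter, DESeq2 without AFB1 replicate 1, the correlations of 14 libraries by Spearman's rho or on FPKM, and enrichment from DESeq2 calls were added after the data were seen. Each comparison was also repeated on 100 of the 126 splits of its libraries. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for the rest.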

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

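The tests of liver RNA and of another part of the kidney against the genes with the largest fold changes were set beforehand; the other tests in this part were chosen only after the result was seen. A library was singled out where its gap to the nearest library of its group, relative to the range of the group, was above Dixon's 95% critical value. That happened in 23 of 144 groups of values, 11 times for AFB1_CUR replicate 2 and 7 times for AFB1 replicate 1, where chance gives about 1 in 20.

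AFB1 replicate 1 stood apart from the other AFB1 libraries with a hepatocyte score of 10.23 (others 1.39 to 2.28), a proximal tubule score of 1.79 (7.11 to 8.35) and a loop and collecting duct score of 0.55 (5.29 to 6.13). The same held for KEAP1 at 19.7 FPKM (16.2 to 17.1), TRAM1 at 18.1 FPKM (6.27 to 9.58), IL1B at 6.00 FPKM (0.174 to 0.991) and IL10 at 1.17 FPKM (0.0878 to 0.383). Another part of the kidney is excluded as the cause of the largest fold changes, since the loop and collecting duct score was 0.55 while the proximal tubule score was low as well. A small share of liver RNA in kidney RNA is excluded, because 15 of 18 kidney-list genes lay under 1% of the median of the other libraries. A swap with another of the 15 libraries needs a partner, and the highest hepatocyte score among the others was 2.28. Its total count of 56112028 lay within the range of the others, which excludes lower depth. An effect of AFB1 common to the group would lower the tubule scores of the other AFB1 libraries, whose lowest proximal tubule score was 7.11 (lowest in CON 7.54), with overlapping ranges. An effect of AFB1 on the kidney of this animal alone is excluded as the cause, since it would leave kidney transcripts in the library, where the median level of the kidney-list genes was 0.0230% of that in the other libraries. What stays open is a library made mostly or wholly from liver: the hepatocyte list took 12.3% of its counts (others 0.0133 to 0.0501%), with counts of 3190765 for ALB, 539913 for FGA and 103450 for APOA1. A candidate explanation is liver tissue or a liver sample from outside these libraries under this label. How it would have come about was not tested. Because the genes named here were measured in the same library, their values can be read neither as an effect of AFB1 nor as its absence.

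AFB1_CUR replicate 2 stood apart with a leukocyte score of 5.57 (others 2.44 to 2.65), an adrenal gland score of 1.32 (0.24 to 0.42), 13693 genes at an FPKM of at least 1 (12638 to 12919) and 10.7% of its counts in the 10 most abundant genes (16.4 to 16.8%). Single genes did so as well, IL18 at 3.59 FPKM (1.03 to 1.67), IKBKB at 13.9 (9.49 to 10.1), TRAM1 at 10.2 (at most 6.97 in the others), NFKB1 at 18.0 (11.2 to 12.7), IL6 at 0.259 (0 in the others), TNF at 1.104 (0 to 0.105) and IL10 at 2.31 (0.0595 to 0.263). This library and AFB1 replicate 2, whose leukocyte score was 4.58, lay apart on the second principal component, at 59.8 and 38.9. A lower share of tubule cells as the only cause is excluded, since it would raise the other cells of the kidney alike. Over the mean of the 12 libraries other than these and AFB1 replicate 1, the leukocyte score rose by 2.13 in AFB1 replicate 2 and 3.12 in AFB1_CUR replicate 2, that of 9 endothelial genes by 0.17 and 0.12, and that of 7 podocyte genes by -0.18 and 0.08; the smallest difference from the leukocyte rise was 1.97, where the highest in the 12 libraries was 0.29. The adipocyte score rose as well, by 0.72 and 0.39, and the adrenal gland score by 0.45 and 1.00, less than the leukocyte score. Their proximal tubule scores of 7.11 and 6.87 were below the lowest of the 12 at 7.22, so a lower share of proximal tubule beside the leukocytes stays open. Lower depth is excluded by total counts of at least 53609682. A larger share of leukocytes is consistent with 9 of 10 leukocyte-list genes having their 2 highest values in these libraries, among them JCHAIN at 856 and 559 FPKM (at most 82.3 elsewhere) and PTPRC at 42.2 and 28.1 (at most 12.1); 8 of those genes are also expressed in the other libraries. Whether the leukocytes came with inflammation in these animals or with tissue taken beside the kidney was not tested further, although the adrenal-list genes STAR, at 10.8 and 4.21 FPKM (at most 0.874 elsewhere), and CYP11A1, at 4.57 and 1.43 (0 elsewhere), were high in the same libraries. The libraries belong to different groups but both carry replicate number 2, as does the CON library with the highest second component of its group, at 9.23. The deviations of the replicate 2 libraries from their groups had correlations of 0.44, 0.36 and 0.48, the highest among libraries of the same number. Whether that number marks something the animals shared is not given in the sources used here, and it stays open.

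The remaining values concern single genes in single libraries. They are GPX3 at 13888 FPKM in CON replicate 4 (others 7564 to 9288), BAX at 10.6 in AFB1 replicate 5 (13.9 to 14.7), CXCL9 at 19.1 in CON replicate 2 (1.36 to 6.31) and at 36.9 in AFB1 replicate 2 (1.97 to 5.74), and EIF2AK2 at 31.8 in CON replicate 5 (2.99 to 8.33). No technical explanation was tested for these, and no biological explanation was tested since the design gives none within a group.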

How the results depend on the processing

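In this part, the splits without AFB1 replicate 1 and the settings said to be added were chosen only after the result was seen.

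The number of called genes between AFB1 and CON, 639, between AFB1_CUR and AFB1, 525, and between AFB1_CUR and CON, 131, changed with the processing. In that order it was 258, 184 and 52 with limma on log2(FPKM + 1), 347 and 283 for the first comparisons with a pseudocount of 0.1, 1778, 1597 and 699 without the filter, and 298, 327 and 206 with sample quality weights. With only the libraries of the compared groups, 302 genes were called between AFB1_CUR and AFB1 and 225 between AFB1_CUR and CON. With DESeq2 without AFB1 replicate 1, an added setting, the counts were 282, 154 and 256. With adjusted p values of edgeR's test they were 0, 0 and 0, from 1071, 765 and 360 genes at an unadjusted p under 0.05, while DESeq2 called 7, 2 and 1 after adjustment, and in added settings 103, 90 and 1 without its Cook's distance filter and 17, 3 and 1 without AFB1 replicate 1. Without the filter more genes were tested; for the other settings the cause was not tested. Median-of-ratios scaling, DESeq2 and the ratio of group mean FPKM stayed within 1.5 times of all 3 counts. The called genes higher in AFB1 than in CON were 79.2% of the calls, against 16.7% with limma on log2(FPKM + 1), 14.7% with a pseudocount of 0.1 (51 higher and 296 lower) and 39.6% with sample quality weights. Those higher in AFB1_CUR than in AFB1 were 14.9%, against 83.7%, 88.7% (251 higher and 32 lower) and 41.9%. Between AFB1_CUR and CON, 99 higher and 32 lower became 89 and 117 with sample quality weights.

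With each library left out in turn, the calls ranged from 231 (without AFB1 replicate 1) to 959 (without AFB1 replicate 5) between AFB1 and CON, from 124 (without AFB1 replicate 1) to 924 (without AFB1 replicate 2) between AFB1_CUR and AFB1, and from 65 (without AFB1_CUR replicate 2) to 216 (without AFB1 replicate 1) between AFB1_CUR and CON, where leaving out AFB1_CUR replicate 4 gave 202. Chance cannot be excluded for the counts with all libraries or without AFB1 replicate 1, the settings for which splits were made. The real grouping is counted among the 100 splits of each comparison. Of these splits, 32 gave as many calls as AFB1 against CON and 58 as many as AFB1_CUR against AFB1. For AFB1_CUR against CON, 38 gave as many. Without AFB1 replicate 1 the numbers were 39, 85 and 39.

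With the replicate number as a block, the calls were 327 between AFB1 and CON and 175 between AFB1_CUR and AFB1, of which 52.9% and 55.4% were higher. The replicate block rests on numbers alone, since libraries of the same number in different groups had correlations of their deviations between -0.31 and 0.48, so the numbers were not taken to pair the animals. The highest were those of the replicate 2 libraries (0.44, 0.36 and 0.48).

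The distances between groups kept their side of the threshold under a pseudocount of 0.1, no filter, median-of-ratios scaling and each library left out. The share of called genes at which AFB1_CUR lay nearer to CON, 70.9%, was 78.3% with median-of-ratios scaling and ranged from 49.8% (without AFB1 replicate 1) to 81.3% (without AFB1_CUR replicate 2).

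Of the correlations between genes of Fig. 8E, 10 passed the adjustment. The number was 1 with Spearman's rho, and in added settings 2 with Spearman's rho and 29 on FPKM without AFB1 replicate 1; with each library left out it ranged from 2 (without AFB1 replicate 2) to 26 (without AFB1 replicate 1), with 3 without AFB1_CUR replicate 2. FPKM without a log gave 11 and removing group means 15, the latter from permutations that took no account of the means removed. The cause was not tested.

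The terms of Fig. 9A, 9B, 9C and 9D past the adjustment numbered 7, 11, 4 and 5. In that order they were 0, 2, 0 and 0 with calls from the fit with quality weights, 0, 0, 0 and 0 with the rotation test fry, and in added settings 1, 1, 2 and 1 with calls from DESeq2 and 6, 11, 4 and 5 with calls from DESeq2 without its Cook's distance filter. Without the hepatocyte-list genes they were 4, 7, 3 and 4. With each library left out they ranged from 2 (without AFB1 replicate 1) to 8 (without AFB1_CUR replicate 2) for Fig. 9A, from 0 (without AFB1 replicate 1) to 11 for Fig. 9B, from 1 (without CON replicate 5) to 5 (without AFB1 replicate 3) for Fig. 9C, and from 0 (without AFB1 replicate 1) to 7 (without AFB1 replicate 2) for Fig. 9D. For Fig. 9A the count was 4 without CON replicate 3 and 4 without CON replicate 5, and for Fig. 9B it was 7 without AFB1_CUR replicate 2. Fewer called genes enter with AFB1 replicate 1 left out; for the other settings the cause was not tested. Enrichment among genes at an adjusted p under 0.05 gave no value, since edgeR's test called 0.

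In AFB1 replicate 1, the hepatocyte score was 10.92 with median-of-ratios scaling, and with a pseudocount of 0.1 the proximal tubule score was -0.22 and the loop and collecting duct score -1.92, because a smaller pseudocount lowers values near 0.

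For the named genes, 923 of 964 values between AFB1 and CON kept their side of the threshold, 37 fell below it and 4 rose above it. Between AFB1_CUR and AFB1 the numbers were 861 of 919, 51 and 7. No called gene changed direction. Genes that were not called took another sign in 22 and 81 of the values.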

Differences from the paper's values

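The numbers of called genes in the paper's text lay within 1.5 times of the values here. Of the 21 terms in each panel, 17 in Fig. 9A and 19 in Fig. 9B had a number of called genes within 1.5 times of the paper's bar; the others follow. The number was 0 of 21 in both panels without AFB1 replicate 1, and with sample quality weights 0 in Fig. 9A and 2 in Fig. 9B. The paper's values were read by eye. DESeq2 and DESeq2 without Cook's filter were used for enrichment as settings chosen after seeing the values; under DESeq2, 14 of the 21 terms of Fig. 9A and 14 of the 21 of Fig. 9B lay beyond 1.5 times of the paper's bar, and 1 term of each panel passed the adjustment, while without Cook's filter 3 and 5 lay beyond it and 6 and 11 terms passed.

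The classical pathway of complement activation held 7 called genes, where the paper's value is about 12 in Fig. 9A, read by eye. Without AFB1_CUR replicate 2 or without AFB1 replicate 3, settings set before the data were examined, the value was 9 and no longer differed; with DESeq2 without Cook's filter, chosen after seeing the values, it was 10. It differed under sample quality weights (2), without the hepatocyte-list genes (7) and with each other library left out (3 to 7).

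The regulation of interferon-alpha biosynthesis held 1 called gene, where the paper's value is about 2 in Fig. 9A, read by eye. It was 2 without CON replicate 2, without AFB1_CUR replicate 2 and without AFB1 replicate 5, all set before the data were examined, and 2 with both DESeq2 settings, chosen after seeing the values. All other alternatives set before the data were examined gave 1.

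Mitochondrial crista held 1 called gene, where the paper's value is about 2 in Fig. 9A, read by eye. It was 2 without CON replicate 4, without CON replicate 5 or without AFB1 replicate 3, set before the data were examined; the other alternatives gave 0 or 1. Chromaffin granule held 2 called genes, where the paper's value is about 1 in Fig. 9A, read by eye. It was 1 with DESeq2, chosen after seeing the values; alternatives set before the data were examined gave 0 or 2.

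The regulation of interferon-alpha production held 1 called gene, where the paper's value is about 3 in Fig. 9B, read by eye. It no longer differed with sample quality weights (4) or without CON replicate 4 (2), CON replicate 5 (3), AFB1_CUR replicate 2 (3), AFB1 replicate 2 (3) or AFB1 replicate 4 (2), all set before the data were examined, nor with both DESeq2 settings (3), chosen after seeing the values. It still differed without AFB1 replicate 5 (5) and with the other alternatives (0 or 1). The NIK and NF-κB signaling term held 0 called genes, where the paper's value is about 2 in Fig. 9B, read by eye; no setting reached it, with values of 0 or 1.

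The paper states that NRF2, GSTA1 and PRDX1 tended to rise in AFB1_CUR against AFB1. On TMM-normalized counts the log2 fold changes were -0.01, -0.02 and 0.02. They were 0.22, 0.34 and 0.44 with limma on log2(FPKM + 1), 0.22, 0.35 and 0.46 with a pseudocount of 0.1, 0.01, 0.16 and 0.13 with the replicate block and 0.02, 0.47 and 0.27 without AFB1 replicate 5, all set before the data were examined, and 0.13, 0.16 and 0.13 as a ratio of group mean FPKM, an alternative added for single genes after seeing the values.

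The paper states that ATF4 was correlated with KEAP1 and ATF6 with CXCL9 past a threshold. Here the correlation of KEAP1 with ATF4 was r = 0.405 (permutation p = 0.135). It was past 0.05 after removing group means (r = 0.529, permutation p = 0.0442) and without AFB1_CUR replicate 2 (r = 0.582, permutation p = 0.0284). The permutation after removing group means took no account of the means estimated, so its p is somewhat too small. ATF6 and CXCL9 had r = 0.468 (permutation p = 0.0780), and on FPKM without a log r = 0.674 (permutation p = 0.00799). The correlation of ATF6 with CXCL9 was also past 0.05 without CON replicate 1 (r = 0.533, permutation p = 0.0483) and without CON replicate 5 (r = 0.558, permutation p = 0.0377), and on FPKM without AFB1 replicate 1, chosen after seeing the values (r = 0.674, permutation p = 0.0104). The paper's threshold for NRF2 and IL-18 was reached with Spearman's rho (0.743, permutation p = 0.00187) but not with Pearson's r over all libraries (0.673, permutation p = 0.0172). Pearson's correlation of NFE2L2 with IL18 reached it without AFB1 replicate 1 (r = 0.708, permutation p = 0.00375) and without AFB1_CUR replicate 2 (r = 0.699, permutation p = 0.00264). In settings without AFB1 replicate 1 chosen after seeing the values, it was reached on FPKM (r = 0.699, permutation p = 0.00216) and with Spearman's rho (0.684, permutation p = 0.00914).

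The paper names terms and pathways as the main enriched ones. After Benjamini-Hochberg adjustment of one-sided Fisher tests, 4 of the 13 terms it names from Fig. 9A passed and 8 of 14 from Fig. 9B. From Fig. 9C, 2 of 10 passed, and from Fig. 9D 3 of 9. Without AFB1 replicate 1 the numbers were 1, 0, 2 and 0 in that order. With the rotation test fry they were 0 in each panel. NF-κB signaling and protein processing in the ER did not pass in either comparison (7 and 4 called genes of 96, and 16 and 7 of 184); NF-κB signaling passed between AFB1 and CON without AFB1 replicate 1 (6 called genes, Fisher exact test, adjusted p = 0.0424). Glutathione metabolism as a pathway did not pass (5 and 6 of 61), while the GO term glutathione metabolic process passed between AFB1_CUR and AFB1 (6 of 31).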

Other observations

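The tests in this part were chosen only after the result was seen.

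In AFB1 replicates 2 and 3, hepatocyte genes lay above those of the 12 libraries other than these and AFB1 replicate 1. Of 12 hepatocyte-list genes that are low in those libraries, 10 were above all of them in AFB1 replicate 2 and 8 in AFB1 replicate 3. ALB had counts of 2846 and 1656, where the highest of the 12 others was 626 and their median 99.5. Relative to AFB1 replicate 1, the median level of these genes was 1.01 per mille in AFB1 replicate 2 (0.517 to 2.53) and 0.402 per mille in AFB1 replicate 3 (0.187 to 1.09). A small share of reads or RNA of the kind in AFB1 replicate 1 is consistent with the 10 genes; whether it entered at dissection, during library preparation or in the sequencing run was not tested, and a low expression in the kidneys of these animals was not tested either.

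Over the 14 libraries without AFB1 replicate 1, the leukocyte score correlated with several genes of Fig. 8E, with r = 0.868 for IL18, 0.851 for RELA, 0.877 for ERN1 and 0.864 for IL1R1. With the leukocyte score taken out, the correlation of IL18 with RELA was 0.23 (permutation p = 0.435), which is consistent with leukocyte content as a contribution to it. Of the other pairs in the paper's text, those of NFE2L2 with IL18 (0.58, permutation p = 0.0277), IL18 with BAX (0.57, permutation p = 0.0352), ATF6 with IL6R (0.57, permutation p = 0.0315) and KEAP1 with ATF4 (0.54, permutation p = 0.0484) were past 0.05 with the score taken out, and those of NFE2L2 with RELA (0.05, permutation p = 0.856) and ATF6 with CXCL9 (0.24, permutation p = 0.417) were not. The correlation of KEAP1 with EIF2AK2 was 0.56 with the score taken out (permutation p = 0.0350), so leukocyte content is excluded as its cause. The permutations with the score taken out took no account of its fit, so their p values are somewhat too small. KEAP1 with ATF4, closest to 0.05, is the least certain of these pairs.

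Genes measured by RT-qPCR or Western blot in the paper, on samples of which no data are analysed here, had these values in the sequenced libraries. HMOX1 had 75.7 ± 14.7 FPKM in CON, 97.2 ± 47.8 in AFB1 and 93.0 ± 22.2 in AFB1_CUR (SD, n = 5 each), with log2 fold changes of 0.43 in AFB1 against CON and -0.22 in AFB1_CUR against AFB1. NQO1 had log2 fold changes of 0.14 and -0.03, HSPA5 of 0.37 and -0.24, EIF2S1 of 0.22 and 0.09, and NFKB1 of 0.34 and -0.19. The paper's primer list expands EIF2α as the kinase EIF2AK3, so which gene was measured is unclear. EIF2AK3 had 0.34 and -0.01. CASP9 changed by 0.14 and -0.21, BCL2 by -0.26 and 0.10, KEAP1 by 0.22 and -0.30, and NFE2L2 by 0.21 and -0.01. None of these was called in either comparison with all libraries. Without AFB1 replicate 1 the values were 0.55 and -0.35 for HMOX1, 0.13 and -0.02 for NQO1, 0.15 and -0.03 for HSPA5, 0.12 and 0.18 for EIF2S1, 0.24 and -0.10 for NFKB1, 0.10 and -0.18 for CASP9, -0.05 and -0.12 for BCL2, -0.03 and -0.06 for KEAP1, and 0.34 and -0.15 for NFE2L2. Without AFB1 replicate 2 those of BCL2 were -0.61 and 0.44. The cytokine genes IL1B, IL6, TNF and IL10 were below the filter and were not tested, with mean FPKM in CON, AFB1 and AFB1_CUR of 0.715, 1.76 and 0.760 for IL1B, 0.0391, 0.0290 and 0.0518 for IL6, 0.196, 0.212 and 0.265 for TNF, and 0.156, 0.439 and 0.608 for IL10. Single libraries carried several of these means. AFB1 replicate 1 held 6.00 FPKM of IL1B and 1.17 of IL10, and without it the AFB1 means were 0.703 and 0.258; AFB1_CUR replicate 2 held 0.259 of IL6, 1.104 of TNF and 2.31 of IL10, the highest values of its group.

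TRAM1, a gene of Fig. 8E on chromosome 9 from 47238454 to 47269961, was called in both comparisons, with log2 fold changes of 1.15 in AFB1 against CON (standard error 0.37) and -0.81 in AFB1_CUR against AFB1 (standard error 0.37). Without AFB1 replicate 1 the values were 0.48 and -0.14, and it was called in neither. Between AFB1 and CON the call was lost with sample quality weights as well. Between AFB1_CUR and AFB1 it was lost in 10 of the 15 settings that leave out a library, and with limma on FPKM, only the libraries compared, the replicate block, sample quality weights and the ratio of group mean FPKM. Between those groups, EIF2AK2 (-0.99 and not called with all libraries) was called with sample quality weights, with only the libraries compared or without CON replicate 5, and PTGS2 without AFB1_CUR replicate 1.

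The log2 fold changes of AFB1 against CON and of AFB1_CUR against AFB1 correlated across genes with r = -0.772, where genes are not independent replicates. The comparisons share the AFB1 libraries, which makes the correlation negative without any effect; other groupings of the libraries gave a median of -0.433 (-0.869 to -0.0850). Without AFB1 replicate 1 it was -0.489, against a median of -0.570 (-0.835 to -0.192).

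The remaining marker lists had no library past Dixon's critical value. Scores in AFB1 replicate 2, AFB1_CUR replicate 2 and the 12 others were 1.70, 1.37 and 0.72 to 1.35 for adipocytes, 1.40, 1.60 and 1.46 to 1.90 for enterocytes (2.40 in AFB1 replicate 1), and 2.42, 0.46 and 0.49 to 4.00 for red blood cells.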
